# Gene expression profiles of white bass (*Morone chrysops*) and hybrid striped bass (*M. chrysops* x *M. saxatilis*) gill tissue following *Flavobacterium covae* infection

**DOI:** 10.1016/j.cirep.2024.200144

**Published:** 2024-04-19

**Authors:** Linnea K. Andersen, Jason W. Abernathy, Bradley D. Farmer, Miles D. Lange, Matthew E. McEntire, Steven D. Rawles

**Keywords:** White bass, Hybrid striped bass, Moronid, Morone, Flavobacterium columnare, Flavobacterium covae, Mucosal immune response, Transcriptome, RNA sequencing

## Abstract

Columnaris disease is a prevalent disease in freshwater environments caused by the ubiquitous aquatic pathogen *Flavobacterium* species*.* Adhesion to the external mucosal surfaces of fishes is the initial stage of infection, and the gills specifically have been identified as both a primary target and release site for this pathogen. Demonstrated here and in previous research, the hybrid striped bass (*Morone chrysops* x *M. saxatilis*), a prominent United States aquaculture product, is more susceptible to infection with *F. covae* than the maternal white bass (*M. chrysops*) parental species. To further elucidate the mechanisms underlying differences in resistance between these fish we examined gill gene expression profiles using RNA sequencing at different timepoints after *F. covae* infection. Patterns of differential gene expression and association with key enrichment terms indicate the effective immune response observed in white bass includes the up-regulation of multiple cytokines (IL-1β, IL-17C, TNF-α, G-CSF, IL-8, CCL16, CXCL9), hepcidins (HAMP and HAMP2), ribosomal subunit components (e.g., RPL13), and, interestingly, the down-regulation of leptin (LEPA) during initial (1 – 4 h) stages of infection. Conversely, up-regulation of the same genes was not detected in hybrid striped bass until 24 h after infection, indicating a delay in immune response mechanisms that is ultimately ineffective in protecting the host, as this was concurrent with the onset of mortality in these fish. Collectively, the presented results include several putative pathways and candidate genes for further investigation toward characterizing immune defense mechanisms underlying the resistance (white bass) and susceptibility (hybrid striped bass) for selective breeding efforts and/or biotechnological intervention.

## Highlights

• White bass exhibit greater resistance to *F. covae* than hybrid striped bass.
• *F. covae* elicits a cytokine-mediated response in white and hybrid striped bass gill.
• White bass immune response is mounted earlier than the hybrid in response to *F. covae*.

## Introduction

Columnaris disease is a prevalent disease that impacts numerous wild and cultured freshwater fishes worldwide and leads to tens of millions in economic losses throughout the global aquaculture industry each year [1]. The causative agents of columnaris are the ubiquitous and opportunistic gram-negative bacteria previously referred to collectively as *Flavobacterium columnare* that have since been understood to represent four phylogenetically distinct groups that vary in virulence between host species: *F. columnare* (Group 1), *F. covae* (Group 2), *F. davisii* (Group 3), and *F. oreochromis* (Group 4) [2,3]. As with many aquatic pathogens, *Flavobacterium* spp. infection generally begins via adhesion to the mucosal surfaces (skin, gills, intestine), which are the first physical and biochemical (immunological) barrier between a host organism and the external environment [4]. The gill has been identified as the primary attachment site of *Flavobacterium* spp. and transmission can occur indirectly if present in the water column and fish-to-fish through cohabitation or direct contact with infected fish, both active and post-mortem, or observably healthy fish acting as carriers from a past infection [5]. The clinical presentation of columnaris ranges from visible gill lesions and severe tissue damage to mortality prior to the development of external markers of infection depending on the strain, water quality parameters, and age of host, in addition to other factors [5].

Hybrid striped bass (HSB) are a prominent aquaculture product in the United States (fourth largest by farm gate value), with the “reciprocal”, or “sunshine,” cross of white bass (WB, *Morone chrysops*) females with striped bass (SB, *M. saxatilis*) males being the most commonly produced [6]. The cross between freshwater WB and euryhaline SB exhibits hybrid vigor (heterosis) in many agriculturally-important traits, such as tolerance to various water quality parameters, feeding behavior, metabolism (bioenergetics), and response to handling stress [7]. In disease resistance, however, HSB do not invariably exhibit the same hybrid vigor across pathogens and environmental conditions [7,8]. Previous studies of *F. covae* infection in WB, SB, and their hybrid have found that WB demonstrate the greatest resistance, SB the greatest susceptibility, and HSB intermediate, whereby the incidence of mortality is higher and occurs more rapidly than in WB although not as rapidly as observed in SB [7,8]. Farmer et al. [8] also demonstrated that multiple concentrations (1–100 µg/mL) of SB mucus facilitate *F. covae* bacterial growth and biofilm formation to a greater extent than WB and HSB mucus, which displayed similar trends of suppression and stimulation across concentrations. Further, gill histopathology conducted previously by Fuller et al. [7] 24 h after *F. covae* challenge showed severe gill damage (lesions, necrosis, hyperplasia) in HSB compared to WB and the unchallenged controls.

The current study examines gill gene expression in WB and HSB at three timepoints throughout *F. covae* infection to gain insight into the cellular processes that underlie the observed variation in resistance between these fish. The work described herein also led to the identification of putative targets for SB selective breeding studies, as the differences in columnaris susceptibility suggest potential to focus efforts on cultivating lines with greater resistance akin to what is observed in the WB parent.

## Materials and methods

### Ethics statement

Animal care and experimental protocols were approved by the Harry K. Dupree Stuttgart National Aquaculture Research Center (HKDSNARC) Institutional Animal Care and Use Committee (IACUC) and conformed to USDA Agricultural Research Service Policies and Procedures 130.4 and 635.1.

### Experimental animals and bacteria challenge

A total of 480 fingerling WB (14.3 *g* ± 2.4 g; 10.6 cm ± 0.4 cm) and HSB (22.97 *g* ± 4.6 g; 12.7 cm ± 0.9 cm) were randomly selected from populations spawned indoors and reared in ponds to 2–3 months of age at the Harry K. Dupree Stuttgart National Aquaculture Research Center (Stuttgart, Arkansas, USA) and stocked into 16 replicate 18 L aquaria (8 for WB and 8 for HSB; *n* = 30 fish per tank). Fish were fed to apparent satiation 3 days per week, for 2 weeks prior to the study to acclimate. Fish were not fed on the day before bacterial challenge or thereafter.

For the *F. covae* challenge, tanks used for sampling were assigned randomly prior to the start of the experiment. Fish sampled at each time point were arbitrarily selected from the randomly designated sample tanks. WB and HSB in the control group (0 h) were first given a mock treatment of 10 mL sterile culture media and gill tissues were sampled from WB and HSB individuals (*n* = 6 WB and *n* = 6 HSB). The remaining fish were challenged by the addition of 10 mL culture of *F. covae* isolate LSU-066–04 [9] (0.70 absorbance at 550 nm; 6.3 × 10^^^6 CFU/mL) to each aquaria. Water was provided through an ultra-low-flow water delivery system at a temperature of 21–22ºC and a flow rate of 30 mL/min for 24 h and then flow was increased to 200 mL/min for the duration of the study [8,10]. Gill tissues were sampled from fish at three timepoints after the challenge had been initiated, at 1-hour post-exposure (1 h), 4 h post-exposure (4 h), and 24 h post-exposure (24 h) (*n* = 6 WB and *n* = 6 HSB at each timepoint; *N* = 48 individuals sampled total including controls). Fish in aquaria not used for sampling were observed for 8 days and survival data was analyzed using Kaplan-Meier log rank survival analysis followed by Holms-Sidak post-hoc analysis features (alpha=0.05; SigmaPlot v.13, Systat Software Inc., San Jose, CA.). At the end of the 8 day study, a random sampling of control fish were confirmed to be pathogen-free. Challenged fish were confirmed to be infected with *F. covae* and exhibited clinical signs consistent with the infection model. Remaining fish were euthanized with tricaine methanesulfonate (MS-222; Sigma-Aldrich, St. Louis, MO, USA) at 300 mg/L buffered with sodium bicarbonate at the conclusion of the study (Day 8).

### RNA extraction, library preparation, and sequencing

At each indicated time-point in the experimental challenge, the left second gill arch from each fish was excised, immediately submerged in RNA*later*™ (Life Technologies, CA, USA) and stored at −80.0 °C prior to use. Total RNA was extracted from the gill filaments with the Qiagen RNeasy Mini Kit (Qiagen Inc., Hilden, Germany) per the manufacturer's protocol. Total RNA was treated with Amplification Grade DNase I (Sigma-Aldrich, St. Louis, MO, USA) and then ethanol-precipitated prior to library construction. RNA quantity was assessed using a spectrophotometer (NanoDrop 1000, ThermoFisher Scientific, USA). RNA quality was assessed using the Agilent RNA 6000 Nano Kit on the 2100 BioAnalyzer instrument (Santa Clara, CA). All total RNA samples had RNA Integrity Numbers (RIN) greater than eight.

Each sample of total RNA was standardized to 100 ng and then proceeded to create RNA sequencing libraries using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs). Barcodes used for multiplexing were the NEBNext Multiplex Oligos for Illumina, Index Primers Sets 1 and 2. Libraries were quantified using the NEBNext Library Quant Kit for Illumina (New England Biolabs) on a Roche LightCycler 96 instrument (Indianapolis, IN), normalized to 5 nM and pooled. Pooled libraries were sent to a service provider (Macrogen Corp., Rockville, MD, USA) for high-throughput RNA sequencing (RNA-Seq) on an Illumina HiSeq X (San Diego, CA) in a 2 × 150 bp paired-end configuration. Base-calling and demultiplexing were performed using the native Illumina software and packages RTA (Real Time Analysis) and bcl2fastq by the sequencing service provider and raw FASTQ files provided for downstream analyses.

### Creation of reference white bass protein-coding transcriptome assembly

A total of 185,531 published white bass transcriptome contigs from the transcriptome shotgun assembly GAZY00000000.1 [11] were re-analyzed and a curated set of protein-coding transcripts selected to detect differentially expressed genes (DEGs), herein referred to as white bass transcriptome. To create the WB transcriptome, all transcripts were analyzed by BLASTx to the non-redundant (*nr*) database and only those with blast score E-value < e-20 were retained. Then, several measures were taken to reduce redundancy. First, contigs with > 90 % similarity were clustered using CD-HIT-EST [12]. Sequence similarity was further detected using BLAT [13], where duplicates at *a* > 80 % Similarity threshold were removed. Then, custom shell scripts were used to manually curate these clusters, where those with top-hit BLASTx returns of hypothetical/unknown protein identities were removed, and those with duplicate top-hit descriptions were reduced to include only the longest sequence. This produced a protein-coding WB transcriptome containing 20,914 sequences. BUSCO analysis [14] against the Actinopterygii_odb9 lineage dataset indicated a substantially completed transcriptome, with only 8.4 % reported as missing.

### Bioinformatics

Starting with raw FASTQ files, RNA-Seq data were processed for quality control (QC) using FastQC (v.0.11.8) [15] and Trimmomatic (v.0.38) [16]. Default parameters were used for the removal of Illumina adapters and trimming of low-quality reads (Q25) and reads below 15 bp in length. Overrepresentation of 18S, 5.8S, and 28S ribosomal RNA (rRNA) sequences were identified in two samples, one WB and one HSB collected at 4 h post-infection (identified as WB-1-t4hr and HB-4-t4hr, respectively). These individuals were dropped from subsequent analyses and reads generated from remaining individuals were filtered for potential contamination via alignment to the *M. saxatilis* 18S, 5.8S, and 28S sequences available in GenBank (Accessions: XR_004797324.1, XR_004797323.1, and XR_004797325.1, respectively) using the default parameters for the STAR Gapped Mapper (v.2.7.8a) [17] and Samtools (v.1.12) [18]. The subsequent unaligned reads were then aligned to the WB transcriptome described above using the same pipeline and default parameters. Read-counts were generated from the resulting BAM files using default parameters of HTSeq (v.0.9.0) [19]. Pairwise gene expression fold-changes from both WB and HSB at each time post-infection (1 h, 4 h, and 24 h) relative to the respective WB or HSB 0 h control group were estimated with the edgeR (v.3.28.0) package of R-bioconductor [20] using the Weighted Trimmed mean of M-values (TMM) normalization method, Exact Test, and “robust” statistical filter. A p-value less than 5 % after adjusting for multiple testing (adj-*p* < 0.05) as well as log fold-change values greater than one (logFC > 1) and less than negative one (logFC < - 1) were set as thresholds to determine significant up- and down-regulation, respectively. An Edwards-Venn diagram was created using jvenn to visualize overlapping DEGs between the six comparisons [21]. The Fisher's Exact Test and Gene Set Enrichment Analysis (GSEA) were used to perform Gene Ontology (GO) enrichment analyses. The Fisher's Exact Test was applied using default parameters of the FatiGO package (filter via adjusted p-value of *p* < 0.05, Benjamini-Hochberg FDR used for multiple test correction) to determine if up- and down-regulated genes from each pairwise comparison were over- and/or under-represented (two-tailed test) relative to the WB transcriptome [22]. Enrichment of all major GO categories (Biological Processes, BP, Molecular Function, MF, and Cellular Component, CC) was determined via GSEA using differentially expressed genes (DEGs) from each pairwise comparisons ordered by increasing FDR-adjusted p-value < 0.05 [23].

### RNA sequencing validation (RT-qPCR)

Nine genes of interest (GOI) were selected for validation of RNA-seq data by reverse-transcription quantitative PCR (RT-qPCR): six GOIs to assess each of the sample timepoints and three immune-related GOIs. The selected GOIs are listed here and alongside gene-specific primer information in **Supplemental Table 1**: osmotic stress transcription factor 1 (OSTF1, or TSC22D3); proto-oncogene c-Fos-like (FOS); sequestosome-1 isoform X2 (SQSTM1); C2 domain-containing protein 2-like isoform X1 (C2CD2); hepcidin (HAMP); interleukin-1 beta (IL-1β); interleukin-8 (IL-8, or CXCL8); ubiquitin-40S ribosomal protein S27a (RPS27A); keratin, type II cytoskeletal 8-like (KRT8); and housekeeping gene TATA-box-binding protein (TBP). Primers were designed using NCBI Primer-BLAST [24]. Primer sets were also aligned to the WB genome sequence (NCBI: GCA_019097615.1, DOM_MoChry_2.0) prior to selection for validation.

Total RNA isolates used to generate RNA-seq libraries from all HSB and WB samples were used for RT-qPCR validation. RNA sample quality and quantity was re-assessed via spectrophotometry (260/280 was 2.019 ± 0.072, minimum was 1.89) using a BioTek EPOCH2 microplate reader (BioTek Instruments, Winooski, VT) and automated electrophoresis (RINe value was 9.61 ± 0.49, minimum was 8.10) using an Agilent TapeStation 4200 with RNA ScreenTape (Agilent Technologies, Santa Clara, CA, USA). Each sample was normalized to 200 ng/μL with nuclease-free water and then cDNA was synthesized using the NEB LunaScript® RT SuperMix Kit (Ipswich, MA) according to the manufacturer protocol including the preparation of the no-RT and no template controls. Resulting cDNA and controls were diluted to 2 ng/μL with nuclease-free water and stored at −20 °C until RT-qPCR. The NEB Luna® Universal qPCR Master Mix kit (Ipswich, MA) was used for RT-qPCR according to manufacturer instructions with the exception that the final reaction volume was scaled-down to 10 μL per well (5 μL Luna Universal qPCR mix, 0.5 μL forward primer (1 μM), 0.5 μL reverse primer (1 μM), 2 μL cDNA or control, and 2 μL nuclease-free water). Technical replicates were performed in triplicate for each sample in a 384-well format. The RT-qPCR assays were performed using the Roche LightCycler 480 Instrument II (Roche Diagnostics, Indianapolis, IN) and analyzed with the corresponding software (LCS480) that allowed for the collection of cycle threshold (Ct) values. Relative quantification was calculated by normalizing the geometric average of the reference genes to the housekeeping gene using the 2^−ΔΔCT^ method [25,26].

## Results

### Survival of bass after Flavobacterium covae challenge

The challenge experiment duration was 8 days, with mortalities starting 48 h after challenge in HSB and 72 h for WB. All fish were alive during the tissue sampling (0–24 h). One hundred percent mortality was observed on day 3 for HSB with WB reaching 96 % by the conclusion of the study on day 8 (Fig. 1). The survival data showed significant differences (*p* = 0.001) between the bass species as well as significant differences between challenged fish and unchallenged control fish (*p* = 0.001). The disease progressed as expected and clinical signs included fin erosion, areas of necrosis on the gills and necrotic lesions on the skin and fins [5,7,8].

**Fig. 1:**
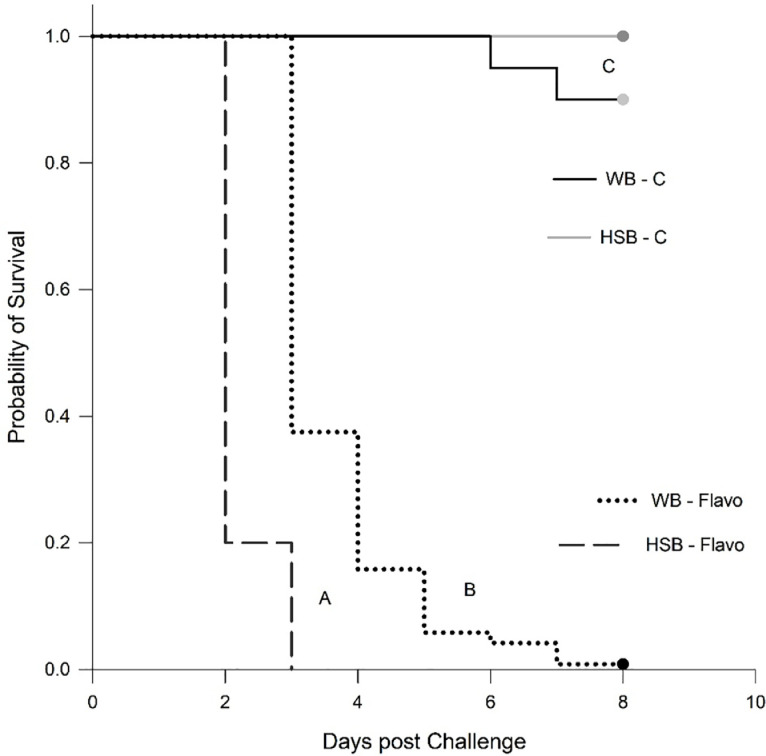
Kaplan-Meier survival analysis of white bass (WB - Flavo) and hybrid striped bass (HSB - Flavo) challenged with *Flavobacterium covae* isolate LSU-066–04 as well as non-challenged control fish (WB - C and HSB - C). Different letters next to each curve indicate significant differences at *p* < 0.05.

### RNA sequencing and validation

A total of 48 RNA-seq libraries with an average sequencing depth of 21.0 M paired-end reads per sample were generated that was reduced to ∼20 M paired-end reads per sample after QC and trimming. 

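RNA-seq was done on gill tissue of WB and HSB at 0 h and at 1 h, 4 h and 24 h after exposure to F. covae, with 1 library per fish and 6 libraries per bass and time. Mock-treated fish were sequenced only at 0 h, so effects of exposure and of the time elapsed cannot be told apart. The authors trimmed the reads with Trimmomatic 0.38, removed reads that aligned to rRNA sequences of striped bass, aligned the remainder to the WB transcriptome with STAR and counted them per transcript with HTSeq 0.9.0. The deposited table holds these raw counts, without normalization, for 20914 transcripts in all 48 libraries. The paper describes the removal of rRNA reads for the 46 libraries that it kept. A read was seen in at least 1 library for 20348 transcripts. From there, each time point was compared with the 0 h fish of the same bass in edgeR, with TMM normalization, the filterByExpr filter on low counts and the robust quasi-likelihood F test; the exact test of edgeR, which the paper names, was run as an alternative. A DEG is a transcript with an adjusted p (Benjamini-Hochberg) under 0.05, and an up- or down-regulated DEG also has a log2 fold change above 1 or below -1. Whether WB and HSB differed in their change was tested as the difference between their log2 fold changes. Levels are in CPM (counts scaled to a common library size with the TMM factors), given as mean ± SD over fish. With upper-quartile factors in place of TMM, the median log2 fold change over all tested transcripts moved from -0.011 to -0.14 in HSB at 24 h and from -0.011 to -0.107 in the difference between the bass at 24 h. Gene names were in hand for 1649 transcripts, from Table 4 and the readable part of Supplemental Table 2; the remainder are counted without names.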

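The 46 libraries that the paper analysed were used in the comparisons, 6 per group and 5 per group at 4 h. Their total counts ranged from 4607699 to 49125227, with a median of 10620414.5. In WB the median total was 11994386.5 at 0 h (6084665 to 15483598), 19225383.5 at 1 h (5569655 to 49125227), 10048206 at 4 h (4692545 to 15588315) and 10476271 at 24 h (4837271 to 14691482). In HSB it was 10126023 at 0 h (6174036 to 14089240), 12005451 at 1 h (4607699 to 17662573), 9405310 at 4 h (7545771 to 16550572) and 9243495 at 24 h (5879725 to 11324508). The depth that the paper gives is in read pairs per library before alignment, and the values here use the counts assigned to transcripts. The libraries that the paper left out, WB replicate 1 and HSB replicate 4 at 4 h, held 5198612 and 3723247 counts and were used only in an alternative with all 48 libraries. The numbers of the replicates were not used to pair fish: of 34 fish with a 0 h fish of the same bass and number, 5 correlated more with that fish than with the other 0 h fish. An alternative that holds the number as a block adds terms to the fit. It therefore has less power, and calls lost in it can reflect this.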

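A set of 84 transcripts told the bass apart at 0 h, 61 of them higher in HSB and 23 higher in WB by a log2 fold change beyond 2. The level of each set was scaled to a score of -1 for the mean of WB at 0 h and 1 for the mean of HSB at 0 h. On both scores 44 libraries lay on the side of their own label and 4 on the other side. The transcripts were chosen to have no overlap between the bass at 0 h, so the place of the 0 h libraries was set by this choice. The libraries labelled WB 4 h replicate 6 (scores 0.56 and 0.88) and WB 24 h replicate 5 (0.89 and 0.78) lay on the side of HSB. Those labelled HSB 24 h replicate 5 (-0.91 and -0.45) and HSB 24 h replicate 6 (-0.86 and -0.37) lay on the side of WB. The other 22 libraries labelled WB had scores from -1.15 to -0.69 and from -1.22 to -0.45, and the other 22 labelled HSB from 0.44 to 1.10 and from 0.33 to 1.14. The labels were kept in every comparison, and a run without these 4 libraries was added after the values had been seen. Separately, the counts of WB replicates 2 and 3 at 1 h differed by little more than the sampling noise (chi-square per degree of freedom 1.39 over 15937 transcripts, against 8.59 for the next closest pair at 1 h in WB). Both were kept, and a run that counted them as 1 fish was added after this had been seen.

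**Figure D1:**
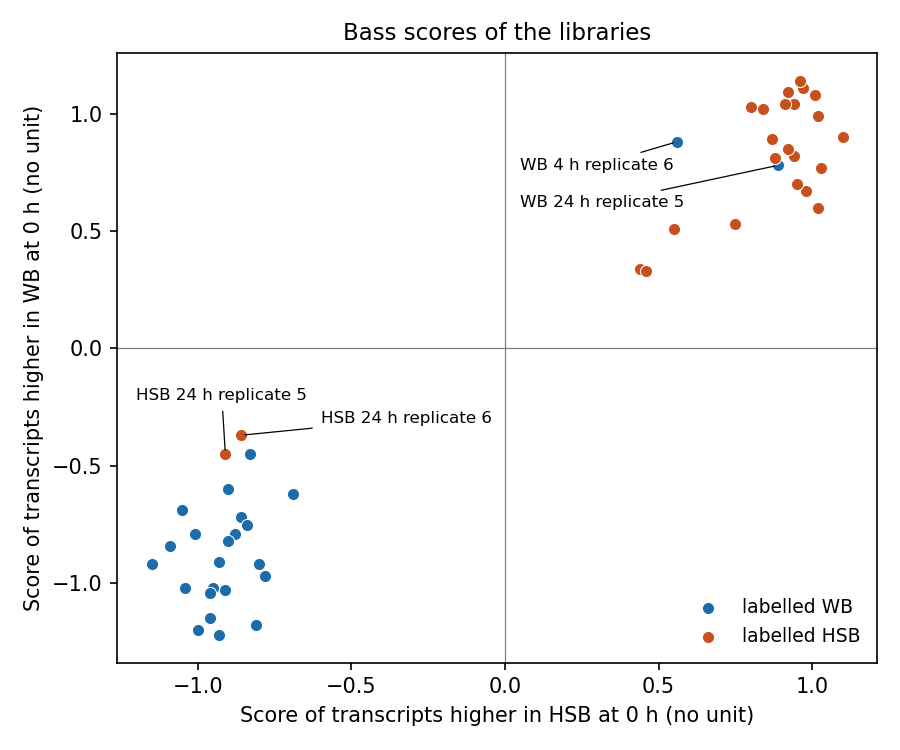
Score of the transcripts higher in HSB at 0 h (x axis) and of those higher in WB at 0 h (y axis) for each of the 48 libraries, coloured by the bass on the label; scores have no unit. The 4 libraries named in the plot lie on the side of the other bass, and 44 lie on the side of their label. The 0 h libraries, which are among the 44, were used to choose the transcripts and to scale the scores.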

Sequencing reads for two individuals sampled at 4 h, one WB and one HSB, were dropped from analysis due to overrepresentation of 18S, 5.8S, and 28S rRNA sequences (52.61 % and 68.99 % alignment to these sequences, respectively). The mean alignment of the remaining samples (*n* = 46) to these rRNA sequences was 3.17 % ± 0.044 %. The rRNA-filtered reads had an overall mapping rate of 61.65 % to the WB transcriptome, with HSB having a mean mapping rate of 58.79 % and WB 64.51 %. 

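Of the genes measured by RT-qPCR, osmotic stress transcription factor 1 (OSTF1), a regulator described in gills of fish under osmotic stress, rose in both bass at 1 h. Its level was 40.5 ± 5.58 CPM (SD, n = 6) in WB at 1 h against 12.9 ± 2.34 (SD, n = 6) at 0 h, and 37.8 ± 3.49 (SD, n = 6) in HSB against 12.4 ± 1.82 (SD, n = 6). In each bass this is a log2 fold change of 1.62, with a standard error of 0.12 in WB (adjusted p = 1.5e-06) and 0.11 in HSB (adjusted p = 2.9e-08). At 4 h its log2 fold change was -0.13 in WB (adjusted p = 0.77) and 0.63 in HSB (adjusted p = 0.34). At 24 h it was 1.08 in WB (adjusted p = 0.031) and -0.05 in HSB (adjusted p = 0.89). The rise in WB no longer passed without any one of WB 0 h replicates 1 to 5 and WB 24 h replicates 2 and 6 (adjusted p up to 0.072). The paper gives TSC22D3 as another name of OSTF1. Another transcript, named TSC22 domain family protein 3-like, fell in HSB at 4 h. Ubiquitin-40S ribosomal protein S27a (RPS27A), which encodes ubiquitin joined to a protein of the small ribosomal subunit, rose at all 3 times in both bass. Its log2 fold change was 0.93 at 1 h (adjusted p = 0.0088), 0.84 at 4 h (adjusted p = 0.012) and 1.34 at 24 h (adjusted p = 0.014) in WB, and 0.52 (adjusted p = 0.029), 0.55 (adjusted p = 0.047) and 1.26 (adjusted p = 0.00054) in HSB. The early rises in HSB did not hold with single libraries left out: at 1 h without HSB 0 h replicate 1, 2, 3 or 6 or HSB 1 h replicate 2, 3, 4 or 6 (adjusted p up to 0.083), and at 4 h without HSB 0 h replicate 1, 2, 3, 5 or 6 or HSB 4 h replicate 1, 2, 3 or 5 (up to 0.13). No transcript could be matched to the genes outside these, IL-1β, IL-8 and HAMP, since the names in hand do not cover them.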

The directionality (up-/down-regulation) and magnitude of gene expression determined via RT-qPCR assay validated the gene expression patterns identified via RNA-Seq analysis (**Supplemental Table 1**).

### Differential gene expression

A total of 11,119 unique transcripts were differentially expressed in at least one comparison and 9,332 of these transcripts aligned with a sequence in the WB transcriptome that had been annotated to the gene-name level. 

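In 5 gene lists of the machinery for respiration, translation in mitochondria, RNA processing and protein turnover, the members that passed the test were higher, apart from 1. The names on these lists came from DEGs of the study itself, which can raise the counts, so they are not independent evidence. Among the DEGs shared by all 6 comparisons, nearly all with a name rose, and nearly all that fell had no name in hand. The rises on these lists are therefore not set apart from a trend over the named transcripts. Of the subunits of oxidative phosphorylation, the mitochondrial pathway of ATP synthesis, 26 of 43 tested were higher in WB at 1 h, 21 of 42 at 4 h and 29 of 42 at 24 h, against 11 of 42, 16 of 42 and 42 of 43 in HSB at the same times. Adjusted over the list alone these counts were 32, 27 and 36 in WB and 23, 18 and 42 in HSB, and 1 subunit was lower, in HSB at 4 h. Of 22 proteins of the mitochondrial ribosome, which translates the mitochondrial genome, 6, 14 and 12 were higher in WB and 5, 11 and 22 in HSB (11, 18 and 17, and 7, 14 and 22, adjusted over the list alone). The small nuclear ribonucleoproteins, which form the spliceosome, had 9, 10 and 11 of 16 members higher in WB and 3, 12 and 16 in HSB (9, 11 and 13, and 3, 14 and 16, adjusted over the list alone). Of 12 subunits of RNA polymerases, 2, 6 and 5 were higher in WB and 0, 9 and 12 in HSB (4, 11 and 9, and 4, 11 and 12, adjusted over the list alone). Of 10 subunits of the proteasome, the main protease of the cytosol, 2, 5 and 3 were higher in WB and 1, 4 and 10 in HSB (2, 6 and 3, and 4, 4 and 10, adjusted over the list alone). Over all 22 gene lists, 96 members were higher in WB at 1 h, and 6 with all 46 libraries in a shared fit, where there was 1 in place of 45 in HSB at 1 h and 53 in place of 92 in HSB at 4 h. With the replicate number as a block there were 3 in place of 93 in WB at 4 h, 68 in place of 114 in WB at 24 h and 18 in place of 45 in HSB at 1 h. Among all 15758 transcripts tested in any comparison, 10210 were DEGs in at least 1 of the 6 comparisons.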

Table 1 shows the number of differentially expressed genes (DEGs, FDR adjusted p-value < 0.05) and up- and down-regulated DEGs at a set fold-change cutoff (logFC > 1.0 or < −1.0, respectively) identified from pairwise comparisons of WB and HSB at each timepoint relative to the respective 0 h control group. 

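After 1 h the genes with the largest rises in WB included elongation factor 1A, which brings aminoacyl-tRNA to the ribosome, with a log2 fold change of 3.90 (standard error 0.59, adjusted p = 0.0028). Lymphatic vessel endothelial hyaluronic acid receptor 1 (LYVE1), a hyaluronan receptor, rose by 1.55 (standard error 0.16, adjusted p = 3.9e-05), and killer cell lectin-like receptor KLRB1B, a receptor of natural killer cells, by 1.76 (standard error 0.32, adjusted p = 0.0039). Cholesterol 25-hydroxylase, an interferon-induced enzyme, fell by 1.30 (standard error 0.22, adjusted p = 0.0029), and dual specificity phosphatase 4 (DUSP4), which inactivates MAP kinases, fell by 1.11 (standard error 0.16, adjusted p = 6e-04). Small rises were shared by genes of the ribosome (RPL39, 0.80, adjusted p = 0.00087) and of the respiratory chain (NDUFB3, 0.74, adjusted p = 0.002). In HSB at 1 h, LYVE1 rose by 1.72 (standard error 0.22, adjusted p = 0.00035) and tumor necrosis factor receptor superfamily member 3-like by 1.89 (standard error 0.32, adjusted p = 0.00088). Alkaline ceramidase 1, an enzyme of sphingolipid breakdown, rose by 1.34 (adjusted p = 0.00031). In WB 1638 transcripts of 15354 tested were DEGs, 903 higher and 735 lower, of which 54 were up-regulated and 24 down-regulated. In HSB 1795 of 15370 were DEGs, 1106 higher and 689 lower, of which 92 were up-regulated and 29 down-regulated. With all 46 libraries in a shared fit these numbers were 44 and 278, and with the near-identical WB replicates 2 and 3 counted as 1 fish 882 transcripts were DEGs in WB. Leaving out 1 library lowered the number in WB to between 790 and 1056 (without WB 1 h replicate 2, 3 or 4 or WB 0 h replicate 1, 2 or 3; lowest without WB 1 h replicate 3), and in HSB to 1152 (without HSB 0 h replicate 2).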

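Ferritin middle subunit, an iron store of the cell, rose in WB at 4 h by a log2 fold change of 1.28 (standard error 0.26, adjusted p = 0.007), and AMP deaminase 3 rose by 1.36 (standard error 0.25, adjusted p = 0.0052). The adhesion receptor latrophilin-2 fell by 2.59 (standard error 0.49, adjusted p = 0.0056). In WB at 24 h fosB, a subunit of the AP-1 transcription factor, fell by 2.91 (standard error 0.27, adjusted p = 2.6e-05), while prostaglandin E2 receptor EP3 (PTGER3) rose by 1.62 (standard error 0.35, adjusted p = 0.0089). In HSB at 4 h fosB fell by 3.80 (standard error 0.47, adjusted p = 0.00015), as did nuclear receptor NR4A3 (-1.60, adjusted p = 0.0043), and ferritin middle subunit rose by 1.56 (standard error 0.22, adjusted p = 3e-04). In WB there were 2987 DEGs of 15242 transcripts tested at 4 h (1754 higher, 1233 lower, 238 up-regulated and 337 down-regulated) and 2529 of 15209 at 24 h (1430 higher, 1099 lower, 194 up-regulated and 110 down-regulated). In HSB there were 4946 of 15261 at 4 h (2709 higher, 2237 lower, 248 up-regulated and 243 down-regulated) and 7767 of 15135 at 24 h (4220 higher, 3547 lower, 1714 up-regulated and 1129 down-regulated; with upper-quartile factors 3433 higher and 4272 lower). In a fit that holds the replicate number as a block, the number of DEGs was 63 in WB at 4 h, 1480 in WB at 24 h and 3081 in HSB at 4 h. Without WB 4 h replicate 6 it was 4529 in WB at 4 h, and without WB 24 h replicate 5 it was 3929 in WB at 24 h; these libraries and HSB 24 h replicates 5 and 6 are those on the side of the other bass. Without WB 0 h replicate 1, 2, 3 or 5 it was 1669, 1715, 1851 or 1983 in WB at 4 h. Leaving out WB 0 h replicate 1, 2, 3 or 4 gave 1293, 1402, 1472 or 1684 in WB at 24 h, and leaving out WB 24 h replicate 2 or 3 gave 1381 or 1682. The TMM factors of HSB 24 h replicates 1 to 4 lay between 0.758 and 0.795, and those of replicates 5 and 6 were 1.081 and 1.003.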

In WB, the number of DEGs relative to the control condition (0 h) increased between 1 h and 4 h and decreased at 24 h from 4 h, whereas in HSB the number of DEGs relative to the control condition continued to increase through 24 h (Table 1**,** Fig. 2). 

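Retinoid-binding protein 7, a carrier of vitamin A, changed at every time in both bass, with log2 fold changes of 0.97, 2.12 and 1.43 in WB at 1 h, 4 h and 24 h and of 1.18, 1.46 and 3.72 in HSB. Cytochrome c-b, of the electron carrier family of the respiratory chain, rose by 0.67, 2.18 and 0.87 in WB and by 1.08, 1.72 and 3.93 in HSB. Fatty acid-binding protein, heart-like, rose by 0.71, 1.10 and 1.22 in WB and by 0.73, 0.98 and 2.45 in HSB. Translation initiation factor eIF4A-II rose by 0.46, 0.89 and 0.65 in WB and by 0.29, 0.51 and 1.44 in HSB. Retinoic acid receptor RXR-beta-A, a nuclear receptor, fell by 0.42, 1.16 and 0.48 in WB and by 0.46, 0.70 and 1.27 in HSB. All values of these 5 genes had an adjusted p under 0.05. In all, 170 transcripts were DEGs in all 6 comparisons, where 1.1 would be expected if the 6 lists were independent. Of these, 169 changed in the same direction throughout, 114 upwards. The comparisons of each bass share their 0 h fish, and simulated data with shared controls and no change gave at most 0 such transcripts in 20 draws. That value leaves out real effects, so it does not bound what shared controls add to lists of the sizes seen. The number fell to 0 in each of 10 splits that gave every comparison its own 2 of the 6 controls, with fewer fish in each test. It was 2 with all 46 libraries in a shared fit, 10 with the replicate number as a block, 107 with WB 1 h replicates 2 and 3 counted as 1 fish, 300 with DESeq2 and 65 to 227 with 1 library left out.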

Fig. 3 shows the number of DEGs shared between each comparison, a total of 168 genes were identified as differentially expressed between all comparisons. In comparisons of WB and HSB DEGs identified at the same time-points, 595 DEGs were shared between those identified for WB and HSB at 1 h relative to the species-specific 0 h control conditions (34.96 % of 1,702 DEGs for WB and 34.80 % of 1,710 for HSB), 23 of which are up-regulated and 6 down-regulated in both groups. 

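The genes that rose in both bass at 1 h included LYVE1, OSTF1 and RPS27A, whose values are given with each bass, and hepatic leukemia factor, a transcription factor of the circadian PAR bZIP family, of which hepatic leukemia factor-like isoform X2 rose by 1.08 in WB (standard error 0.18, adjusted p = 0.0021) and by 0.93 in HSB (adjusted p = 0.0001), and hepatic leukemia factor-like isoform X1 by 1.67 in WB (adjusted p = 0.0082) and by 1.76 in HSB (adjusted p = 0.00057). Of 15053 transcripts tested in both bass, 634 were DEGs in both at 1 h, where 193.1 would be expected if the lists were independent. The shared DEGs were higher in both bass in 371 cases and lower in both in 262, and 1 changed in opposite directions. Of the up-regulated DEGs 22 were shared (0.3 expected), and of the down-regulated DEGs 4. With all 46 libraries in a shared fit 16 DEGs were shared (5 up-regulated and 1 down-regulated), and with WB 1 h replicates 2 and 3 counted as 1 fish 408. The test of the difference between the bass was passed by 6 transcripts of 15883. Among them is peptidase inhibitor 16-like, which rose by 1.11 in HSB (standard error 0.11, adjusted p = 5.6e-06) and had a log2 fold change of 0.32 in WB, a difference of 0.77 (standard error 0.15, adjusted p = 0.037). The difference was lost when WB 1 h replicates 2 and 3 were counted as 1 fish (adjusted p = 0.062) and without any one of 15 of the 24 libraries (adjusted p up to 0.086, without WB 0 h replicate 2). At 0 h peptidase inhibitor 16-like was lower in HSB than in WB by a log2 fold change of 0.98 (17.5 against 34.5 CPM). Its level in HSB at 1 h was 37.8 CPM, near that of WB at 0 h. The other 5 have no name in hand and were picked after their values were seen. The differences of contigs GAZY01166662.1, GAZY01170843.1, GAZY01139330.1 and GAZY01133566.1 were 1.05, 0.78, 0.99 and 1.20, and that of GAZY01140227.1 was -0.95. The number of transcripts that passed was 0 with all 46 libraries in a shared fit (374 with an unadjusted p under 0.05), 14 with the replicate number as a block, 61 with DESeq2 and, with 1 library left out, 3 (without HSB 0 h replicate 1) to 16 (without HSB 0 h replicate 4). The 374 are fewer than chance alone would give among the 15883 tested.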

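Among genes that changed in both bass at 4 h, Sox-9-A, a transcription factor of cartilage, fell in WB by 1.35 (standard error 0.25, adjusted p = 0.0054), and vacuolar ATPase subunit F, of the proton pump of endosomes, rose by 0.85 in WB (standard error 0.10, adjusted p = 0.001) and by 1.05 in HSB (adjusted p = 2.4e-05). The class II histocompatibility antigen A-U alpha chain, which presents peptides to helper T cells, rose by 1.23 in WB (standard error 0.28, adjusted p = 0.012) and by 1.10 in HSB (standard error 0.16, adjusted p = 0.00019). The B cell factor Pax-5 fell by 1.32 in both bass (adjusted p = 0.041 in WB and 0.0069 in HSB). Of 14943 transcripts tested in both bass, 2041 were DEGs in both, where 976.2 would be expected from independent lists. Of these 1287 were higher in both bass and 753 lower in both, and 1 changed in opposite directions. Up-regulated in both were 93 (3.7 expected), and down-regulated in both were 58 (4.9 expected). The shared DEGs numbered 56 with the replicate number as a block (21 up-regulated and 2 down-regulated), and without the 4 libraries on the side of the other bass 50 were up-regulated in both. The fall of Pax-5 in WB was lost without any one of the 6 WB fish at 0 h and of WB 4 h replicates 2 and 5 (adjusted p up to 0.092). With the replicate number as a block no gene list member was lower in WB at 4 h, so the falls of Sox-9-A and Pax-5 did not pass there. The difference between the bass passed the test for 3 transcripts of 15743, none with a name in hand and all picked after their values were seen. Contig GAZY01123208.1 fell by 1.68 in HSB, with a difference of -1.70 (adjusted p = 0.029). Contig GAZY01154037.1 fell by 1.65 in HSB, with a difference of -1.91 (adjusted p = 0.029), and GAZY01156115.1 rose by 1.14 in HSB, with a difference of 0.90 (adjusted p = 0.0088). The number was 48 with DESeq2, between 1 and 8 with any other library than WB 4 h replicate 6 left out, 21 without that library and 0 with the replicate number as a block, where 1240 transcripts had an unadjusted p under 0.05.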

At 4 h post-infection, 2,031 of the WB and HSB DEGs were shared (65.22 % of 3,114 DEGs for WB and 40.61 % of 5,001 for HSB), 114 of which are up- and 91 are down-regulated in both groups. 

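At 24 h ribosomal protein S29 rose by 1.70 in WB (standard error 0.28, adjusted p = 0.003) and by 1.65 in HSB (adjusted p = 7.8e-05), and cytochrome c oxidase subunits of the respiratory chain rose in both (COX8A-like by 1.72 in WB, adjusted p = 0.0027; COX7B-like by 1.57 in HSB, adjusted p = 1.5e-05). Of 14896 transcripts tested in both bass, 1744 were DEGs in both, where 1299.9 would be expected from independent lists. Of these 977 were higher in both and 680 lower in both, and 42 and 45 changed in opposite directions. Up-regulated in both were 101 (21.2 expected), and down-regulated in both were 37 (7.6 expected). The difference between the bass passed the test for 3251 transcripts of 15811, 1995 with a positive and 1256 with a negative difference of HSB from WB. Without the 4 libraries on the side of the other bass, 3151 DEGs were shared (99 down-regulated in both) and the difference passed for 7422 transcripts. With the replicate number as a block 987 DEGs were shared.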

At 24 h, 1,783 of the WB and HSB DEGs are shared (65.96 % of 2,703 DEGs for WB and 21.59 % of 8,259 for HSB), 133 of which are up- and 61 are down-regulated in both groups. All gene transcripts alongside FDR and logFC values for the corresponding comparison are provided in **Supplemental Table 2**.

**Table 1:** Differentially expressed genes (DEGs) in gill tissues of white bass (WB) and hybrid striped bass (HSB) after infection with *Flavobacterium covae* determined via pairwise comparisons of WB and HSB at each hour post-infection (“Time (h)”, 1 h, 4 h, and 24 h) relative to the species-specific 0 h control condition (i.e., prior to exposure). Reported values are number of DEGs with false discovery rate (FDR) adjusted p-values < 0.05 followed by the number of DEGs with FDR < 0.01 in parentheses. Up- and down-regulated DEGs are those with a log fold-change (logFC) value of > 1.0 or < - 1.0, respectively.

**WB**			
**Time (h)**	**Total DEGs**	**Up-Regulated DEGs**	**Down-Regulated DEGs**
1	1702 (747)	107	75
4	3114 (1476)	364	504
24	2703 (1180)	303	199

**HSB**			
**Time (h)**	**Total DEGs**	**Up-Regulated DEGs**	**Down-Regulated DEGs**
1	1710 (893)	130	88
4	5001 (3153)	362	386
24	8259 (5941)	2113	1527

**Fig. 2:**
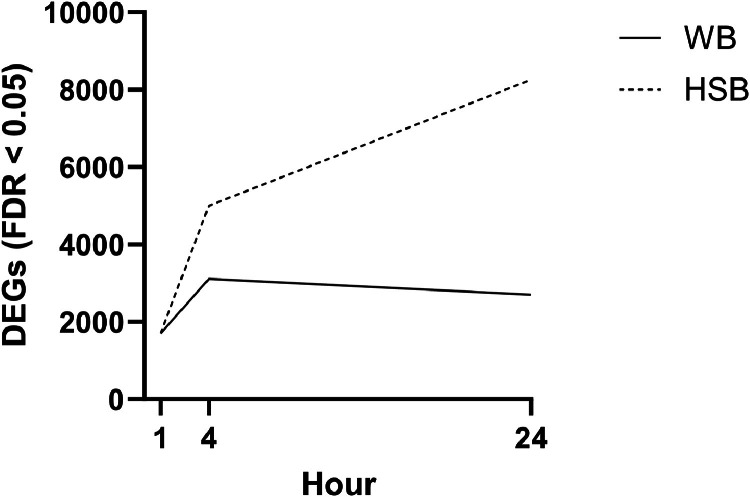
The number of differentially expressed genes (DEGs, false discovery rate, FDR, adjusted p-values < 0.05) in gill tissue of white bass (WB) and hybrid striped bass (HSB) at timepoints 1 h, 4 h, and 24 h post-infection with *Flavobacterium covae* determined via pairwise comparisons to the species-specific 0 h control condition.

**Fig. 3:**
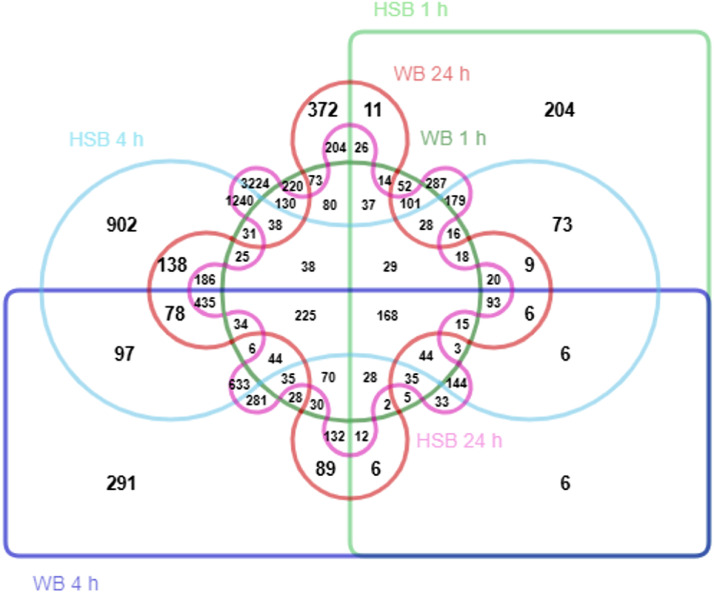
Edwards-Venn diagram of differentially expressed genes (DEGs, false discovery rate, FDR, adjusted p-values < 0.05) in gill tissue of white bass (WB) and hybrid striped bass (HSB) at each timepoint after infection (1 h, 4 h, and 24 h) with *Flavobacterium covae* relative to the species-specific 0 h control (e.g., “HSB 24 h” are DEGs identified through a pairwise comparison of gene expression in HSB at 24 h post-infection with *F. covae* relative to 0 h prior to exposure).

### Gene ontology enrichment analyses

Gene ontology (GO) enrichment analyses of up- and down-regulated (Fisher's Exact Test) and all (GSEA) DEGs detected in pairwise comparisons of WB and HSB 1 h, 4 h, and 24 h after *F. covae* infection and the respective 0 h control groups identified a total of 681 unique GO terms enriched in at least one comparison. Of the unique GO terms, 199 were identified through both enrichment analysis approaches. Specific Fisher's Exact Test and GSEA results are reported (Sections 3.4.1 and 3.4.2, respectively) and integrated in the context of immune processes (Section 3.5) in the subsequent sections.

#### Representation of GO terms via Fisher's exact test

Overrepresented and/or underrepresented GO terms were detected via Fisher's Exact Test among gene transcripts up-regulated in WB at 1 h (29 GO terms; 16 BP, 2 MF, 11 CC), 4 h (12 GO terms; 5 BP, 6 MF, 1 CC), 24 h (33 GO terms; 11 BP, 2 MF, 20 CC), and HSB 24 h (332 GO terms; 210 BP, 54 MF, 68 CC) and those down-regulated in WB at 4 h (9 GO terms; 2 BP, 7 MF) and HSB at 4 h (3 GO terms; 2 MF, 1 CC) and 24 h (66 GO terms; 33 BP, 19 MF, 14 CC) after *F. covae* infection relative to the respective 0 h control groups and the WB transcriptome as reference. All overrepresented GO terms (381 unique terms total) are listed in **Supplemental Table 3**.

#### Gene set enrichment analysis (GSEA)

Among the GO terms identified as enriched for WB at 1 h (147 terms), 4 h (204 terms), and 24 h (214 terms) after *F. covae* infection, 293 were unique (153 BP, 77 MF, 63 CC) and 272 terms were repeated between at least two of the three comparisons. Among the GO terms identified as enriched for HSB at 1 h (44 terms), 4 h (144 terms), and 24 h (397 terms) after *F. covae* infection, 423 were unique (256 BP, 100 MF, 67 CC) and 162 terms were repeated. In all, 499 unique (of 1,150 total) GO terms were identified between the WB and HSB GSEA results and are listed in **Supplemental Table 4**. Of these, 76 were only identified among one or more WB comparisons, 206 among one or more HSB comparisons, and 217 were shared between WB and HSB comparisons (Table 2).

**Table 2:** Unique and shared GO Categories (FDR q-value < 0.05) determined through comparisons of gill gene expression Gene Set Enrichment Analysis (GSEA) between white bass (WB) and hybrid striped bass (HSB) after infection with *Flavobacterium covae* (1 h, 4 h, and 24 h post-infection) relative to the 0 h control (i.e., prior to exposure). Total values shown do not reflect duplicate GO terms present within WB or HSB comparison lists.

GO Category	Unique to WB	Unique to HSB	Total Shared
Biological Processes (BP)	41	144	112
Molecular Functions (MF)	24	47	53
Cellular Component (CC)	11	15	52

Seventeen (17) of the 29 terms identified as overrepresented in WB 1 h post-infection via Fisher's Exact Test were also identified as enriched through GSEA in WB 1 h post-infection as well as most or all other comparisons. Similarly, 9 of the 21 terms identified for WB 4 h post-infection and 27 of the 33 identified for WB 24 h post-infection via Fisher's Exact Test were also identified in the same and other comparisons through GSEA. Two hundred and fourteen (214) of the 398 terms identified for HSB 24 h post-infection via Fisher's Exact Test were also identified as enriched through GSEA, although four of these were not also identified as enriched in the same comparison via GSEA.

### Enrichment and differential expression patterns of immune processes

Enrichment analyses identified several GO terms directly related to immune system processes in WB and HSB after *F. covae* infection, such as cytokine activity, pathogen/antigen recognition, and response to stress (Table 3). 

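Table 4 lists receptors for pathogens and cytokines, cytokines and chemokines, antimicrobial peptides and stress proteins. Among receptors of microbial molecules, Toll-like receptor 9, which senses bacterial DNA, fell in WB at 24 h to 0.638 ± 0.472 CPM (SD, n = 6) from 2.13 ± 0.456 (SD, n = 6), and all 6 fish lay below every control (log2 fold change -1.71, standard error 0.38, adjusted p = 0.01). Toll-like receptor 3, a sensor of double-stranded RNA, fell in HSB by 0.35 at 1 h (adjusted p = 0.016), 0.42 at 4 h (adjusted p = 0.0017) and 1.36 at 24 h (standard error 0.16, adjusted p = 7.2e-05). Toll-like receptor 2, a sensor of bacterial lipoproteins, fell in HSB at 4 h by 0.56 (standard error 0.13, adjusted p = 0.0031); at 24 h its log2 fold change was -0.62 (adjusted p = 0.16), and -1.47 without HSB 24 h replicates 5 and 6 (adjusted p = 7.1e-06). Toll-like receptor 8 fell in HSB at 24 h by 0.65 (adjusted p = 0.015). L-rhamnose-binding lectin, which binds sugars of bacterial surfaces, fell in HSB by 1.34 at 1 h (standard error 0.33, adjusted p = 0.017), 2.38 at 4 h (standard error 0.33, adjusted p = 1e-04) and 1.38 at 24 h (adjusted p = 0.013). The last of these falls was lost with the replicate number as a block (adjusted p = 0.051). The interferon receptor chain IFNAR1a rose in WB at 24 h by 0.76 (adjusted p = 0.039; up to 0.086 without WB 0 h replicate 1, 2, 3, 4 or 5 or WB 24 h replicate 2, 4 or 6) and in HSB at 24 h by 1.42 (standard error 0.32, adjusted p = 0.0027). The table holds 40 transcripts and 78 values with a called change, of which 55 concern a transcript tested here. All 55 have the sign that the table gives, and 48 have an adjusted p under 0.05. The transcripts were chosen by the study on these same fish, so this is not independent evidence.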

Table 4 lists GOIs associated with the GO terms in Table 3 and/or other immune functions.

**Table 3:** Select GO terms broadly related to immune system function and regulation determined via analyses of up- and down-regulated (Fisher's Exact Test) and/or all (Gene Set Enrichment Analysis, GSEA) DEGs detected in pairwise comparisons of WB and HSB 1 h, 4 h, and 24 h after *Flavobacterium covae* infection relative to species-specific 0 h controls. Comparisons are indicated as species (WB/HSB) and time after infection. All listed terms detected by Fisher's Exact Test were overrepresented among up-regulated genes for a given comparison and the reference transcriptome. The associated the associated adjusted p-value is provided under “Fisher's”. All listed terms detected by GSEA were associated with DEGs of greater significance (i.e., smaller FDR p-value) that accumulated towards the top of the input list. The Normalized Enrichment Scores (NES) describing the extent of DEG overrepresentation at the top, and where higher values indicate less randomness, are provided under “GSEA”. Dashes “-” indicate a given GO term was not identified by a given test.

GO Term	Comparison	Fisher's	GSEA
antioxidant activity (GO:0016209)	WB 24 h	–	1.893
blood coagulation (GO:0007596)	HSB 24 h	–	1.577
canonical NF-kappaB signal transduction (GO:0007249)	WB 24 h	–	1.692
cell chemotaxis (GO:0060326)	HSB 24 h	5.78E-05	1.660
cell redox homeostasis (GO:0045454)	WB 4 h	–	1.784
	HSB 24 h	–	1.780
cellular detoxification (GO:1990748)	WB 24 h	–	1.906
cellular response to cytokine stimulus (GO:0071345)	WB 1 h	–	1.761
chemokine activity (GO:0008009)	WB 1 h	–	1.747
	WB 24 h	–	1.757
	HSB 24 h	4.31E-06	–
chemokine receptor binding (GO:0042379)	WB 1 h	–	1.738
	WB 24 h	–	1.766
	HSB 24 h	7.26E-06	–
chemotaxis (GO:0006935)	HSB 24 h	2.56E-03	–
cytokine activity (GO:0005125)	WB 1 h	–	1.858
	HSB 24 h	2.73E-11	1.858
cytokine-mediated signaling pathway (GO:0019221)	WB 1 h	–	1.699
cytokine receptor binding (GO:0005126)	HSB 24 h	3.63E-05	–
defense response (GO:0006952)	HSB 24 h	3.01E-04	1.556
detection of external stimulus (GO:0009581)	WB 4 h	–	1.672
detoxification (GO:0098754)	WB 24 h	–	1.774
immune response (GO:0006955)	WB 1 h	–	1.764
	HSB 24 h	9.91E-04	–
immune system process (GO:0002376)	HSB 24 h	1.31E-03	1.545
inflammatory response (GO:0006954)	HSB 24 h	3.20E-06	1.754
inflammatory response to wounding (GO:0090594)	HSB 24 h	2.34E-02	–
negative regulation of apoptotic process (GO:0043066)	HSB 24 h	–	1.676
negative regulation of cell differentiation (GO:0045596)	HSB 24 h	–	1.554
negative regulation of cytokine production (GO:0001818)	HSB 24 h	4.95E-02	–
negative regulation of programmed cell death (GO:0043069)	HSB 24 h	–	1.690
response to bacterium (GO:0009617)	HSB 24 h	–	1.642
response to biotic stimulus (GO:0009607)	HSB 24 h	–	1.672
response to cytokine (GO:0034097)	WB 1 h	–	1.750
	HSB 24 h	–	1.584
response to external biotic stimulus (GO:0043207)	HSB 24 h	–	1.691
response to interleukin-1 (GO:0070555)	HSB 24 h	4.95E-02	–
response to other organism (GO:0051707)	HSB 24 h	–	1.663
wound healing (GO:0042060)	HSB 24 h	3.16E-02	1.650

**Table 4:** Genes of interest detected as differentially expressed (FDR adjusted p-value < 0.05) in at least one pairwise comparison of white bass (WB) and hybrid striped bass (HSB) gill tissue 1 h, 4 h, and 24 h after infection with *Flavobacterium covae*. Values are the log fold-change (logFC) between WB or HSB at a given timepoint relative to the 0 h control. Bold values indicate the logFC was greater than or less than the threshold for up- (logFC > 1) or down-regulation (logFC < −1), respectively. A dash (" - ") indicates a feature was not identified as a DEG for a given comparison(s). The Feature ID corresponds to the sequence contig ID in the *de novo* WB transcriptome used for alignment and annotation.

Gene Name	WB			HSB		
Feature ID	1 h	4 h	24 h	1 h	4 h	24 h
C-C chemokine 1	–	–	–	**−1.41**	**−2.30**	**3.88**
GAZY01117715.1						
C—C chemokine 2	–	–	–	–	**2.69**	**3.99**
GAZY01108419.1						
C-C chemokine 2	–	–	–	–	–	**2.96**
GAZY01081164.1						
C-C motif chemokine 16-like	**1.11**	**1.72**	**2.06**	–	–	**2.66**
GAZY01084862.1						
C-C motif chemokine 19-like	–	–	–	–	–	**3.85**
GAZY01117487.1						
Complement C1r-A subcomponent-like	–	**2.81**	–	–	–	**3.88**
GAZY01151558.1						
C-X-C motif chemokine 13-like isoform X1	–	–	–	–	–	**−2.15**
GAZY01111163.1						
C-X-C motif chemokine 9-like	0.42	–	–	–	–	**1.19**
GAZY01143486.1						
Cytosolic phospholipase A2 zeta-like	–	**4.17**	**3.46**	–	–	**−3.80**
GAZY01055201.1						
Eosinophil peroxidase	**1.93**	**1.52**	**3.49**	–	–	**−4.02**
GAZY01018677.1						
Granulocyte colony-stimulating factor-like	–	**5.44**	–	–	–	**7.63**
GAZY01087755.1						
Haptoglobin-like	–	**3.37**	–	–	–	**6.71**
GAZY01128146.1						
Heat shock 70 kDa protein	**2.55**	–	–	–	–	**4.71**
GAZY01114057.1						
Hepcidin	–	**2.07**	–	–	–	**7.06**
GAZY01116470.1						
Hepcidin 2 variant 2	–	**2.50**	–	–	–	**7.91**
GAZY01094059.1						
Interferon alpha/beta receptor 1a isoform X1	0.72	–	0.76	–	–	**1.42**
GAZY01056551.1						
Interferon gamma receptor 1-like precursor	–	–	–	–	–	0.86
GAZY01162208.1						
Interferon gamma receptor 2 precursor	–	–	–	–	–	**1.14**
GAZY01174528.1						
Interferon-gamma 1	–	–	–	–	–	**1.60**
GAZY01109918.1						
Interferon-induced GTP-binding protein Mx-like	–	**3.82**	–	–	–	–
GAZY01156755.1						
Interleukin-1 beta	–	**4.14**	–	–	**−1.30**	**6.96**
GAZY01123787.1						
Interleukin-17C-like	–	**2.44**	–	–	–	**3.68**
GAZY01107428.1						
Interleukin-8	–	**2.85**	–	–	–	**6.17**
GAZY01111394.1						
Leptin a	–	**−3.94**	–	–	–	**5.93**
GAZY01025909.1						
L-rhamnose-binding lectin SML-like	–	−**1.13**	–	**−1.32**	**−2.37**	**−1.41**
GAZY01138201.1						
Myosin heavy chain	–	–	–	–	–	**2.41**
GAZY01111398.1						
Myosin light chain 5	–	–	–	–	–	**2.82**
GAZY01095928.1						
NADPH oxidase organizer 1-like	–	–	–	–	**−2.96**	**3.15**
GAZY01149659.1						
Ribosomal protein L13	**4.50**	**3.71**	**3.87**	–	–	**2.77**
GAZY01030703.1						
Suppressor of cytokine signaling 1	–	–	–	–	–	**1.26**
GAZY01138235.1						
Suppressor of cytokine signaling 3-like	–	–	–	−0.53	−0.82	**1.66**
GAZY01136752.1						
Suppressor of cytokine signaling 5-like	–	–	–	–	–	0.51
GAZY01149939.1						
Toll-like receptor 2	–	–	–	–	−0.57	–
GAZY01158589.1						
Toll-like receptor 3	–	–	–	−0.36	−0.42	**−1.36**
GAZY01167522.1						
Toll-like receptor 3 isoform X1	–	–	–	–	–	−0.86
GAZY01110955.1						
Toll-like receptor 8	–	–	–	–	–	−0.66
GAZY01172426.1						
Toll-like receptor 9	–	–	**−1.72**	–	–	–
GAZY01162343.1						
Tumor necrosis factor alpha	–	0.70	0.85	–	–	**2.23**
GAZY01127947.1						
Tumor necrosis factor ligand superfamily member 6-like	–	–	–	–	−0.51	–
GAZY01130770.1						
Viperin	–	**2.29**	–	–	–	–
GAZY01132614.1						

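Eosinophil peroxidase (EPX), an enzyme of granulocytes that makes antimicrobial oxidants, rose in WB and fell in HSB. In WB its level was 4.09 ± 1.36 CPM (SD, n = 6) at 1 h against 1.08 ± 0.827 (SD, n = 6) at 0 h, above every control in all 6 fish (log2 fold change 1.95, standard error 0.38, adjusted p = 0.0055). It was higher at 4 h by 1.55 (adjusted p = 0.047) and at 24 h by 3.54 (standard error 1.05, adjusted p = 0.042). In HSB at 24 h it fell to 5.11 ± 4.73 CPM (SD, n = 6) from 81.9 ± 36 (SD, n = 6), a log2 fold change of -4.08 (standard error 0.51, adjusted p = 8.9e-05). At 0 h EPX was higher in HSB than in WB by a log2 fold change of 6.28. Without WB 24 h replicate 5, which lay on the side of HSB, the rise at 24 h was 1.51 (adjusted p = 0.017). The rise at 24 h was lost without WB 0 h replicate 1, 2, 3, 4 or 5 or WB 24 h replicate 2 or 3 (adjusted p up to 0.087), and the rise at 4 h without WB 0 h replicate 1, 2, 3, 4 or 5 or WB 4 h replicate 2, 4 or 5 (up to 0.12). NADPH oxidase organizer 1-like, a part of an enzyme that makes superoxide, fell in HSB at 4 h by 3.02 (standard error 0.70, adjusted p = 0.01) and rose at 24 h by 3.16 (standard error 1.03, adjusted p = 0.021); with the replicate number as a block the rise had an adjusted p of 0.086. Its log2 fold change in WB at 4 h was 2.16 (adjusted p = 0.2). This value rests on replicate 6, on the side of HSB, with 204.4 CPM. The other WB fish at 4 h had 2.558 to 4.9 CPM, against a mean of 10.1 CPM in WB at 0 h.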

A general trend of immune-related GO term enrichment and differential gene expression whereby related terms and transcripts were exclusively detected among WB comparisons, exclusively in HSB at 24 h post-infection, or identified at earlier timepoints (1 h and/or 4 h post-infection) in WB and at 24 h post-infection in HSB was observed. As discussed in greater detail below, this trend is broadly suggestive of a cytokine-mediated immune response in WB that is mounted early in the presence of *F. covae* to support resistance, and, conversely, a delay of the immune response in HSB such that at 24 h the concurrent cellular processes are involved in mitigating the impact of infection rather than prevention.

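The change from 0 h to 24 h differed between the bass for many genes of immunity. It was more positive in HSB for the inflammatory cytokine IL-1β, with a difference in log2 fold change of 6.75 (standard error 1.34, adjusted p = 0.0015), for the neutrophil attractant IL-8 (6.16, standard error 1.04, adjusted p = 0.00038), for IL-17C, an activator of epithelial defence (2.89, adjusted p = 0.021), and for the chemokines CC1 (4.93, standard error 1.02, adjusted p = 0.0021), CCL19 (3.88, standard error 0.59, adjusted p = 0.00017) and CXCL9 (0.91, standard error 0.28, adjusted p = 0.022). It was more negative in HSB for EPX (-7.63, adjusted p = 0.00017; -5.18 without the 4 libraries on the side of the other bass), for CXCL13, an attractant of B cells (-2.06, adjusted p = 0.0096), and for Toll-like receptor 3 (-1.34, adjusted p = 6.8e-05). It did not pass the test for CCL16 (0.54, adjusted p = 0.66), TNF-α (1.35, standard error 0.51, adjusted p = 0.059) and IFN-γ (1.64, standard error 0.64, adjusted p = 0.072); without the 4 libraries the values were 1.56 for TNF-α (adjusted p = 0.00047) and 1.77 for IFN-γ (adjusted p = 0.017). At 4 h no gene of Table 4 passed the test of the difference. The value was -5.51 for IL-1β (standard error 1.60, adjusted p = 0.3), -2.87 for IL-8 (adjusted p = 0.46), -2.99 for IL-17C (adjusted p = 0.32), -2.05 for CCL16 (adjusted p = 0.35) and -0.07 for TNF-α (adjusted p = 0.98). Without WB 4 h replicate 6 it was -0.88 for IL-1β (adjusted p = 0.62) and 0.04 for IL-8. At 1 h it was -0.48 for CXCL9 (standard error 0.14, adjusted p = 0.23) and -0.74 for CCL16 (adjusted p = 0.8). From GO terms and genes of immunity found among the WB comparisons, in HSB at 24 h, or earlier in WB than in HSB, the paper proposes that WB mount an early cytokine-mediated response to F. covae that supports resistance. It proposes that the response of HSB is delayed, so that the processes seen at 24 h limit the impact of an infection already under way.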

## Discussion

Columnaris remains a prevalent and devastating pathogen in freshwater fisheries and aquaculture operations despite the considerable amount of research on topics including, but not limited to, bacterial strain variation [2,3], pathogenesis [27,28], interaction and effect on host organisms [4,5], impact to industries [29,30], and treatments [31,32] conducted over the last several decades. The body of research on the causative *Flavobacterium* spp. to date reflects the high variation and complexity of host-responses across taxa that is, in large part, due to the ubiquitous and opportunistic nature of this pathogen. As such, the development of effective prevention measures against and treatments for columnaris requires investigation into the nuances of each host, their environment, and feasible pathogen/disease monitoring approaches, rather than a “silver bullet” strategy. The variation in *F. covae* susceptibility between WB, SB, and their hybrid observed here (Fig. 1), by Fuller et al.,[7] and by Farmer et al. [8] further reflects this complexity.

To gain insight into the host immune response processes underlying this variation between WB and HSB, we examined gene expression in WB and HSB gill tissue at different timepoints following *F. covae* infection. Comparisons of GO enrichment analysis results and differential expression of associated gene transcripts highlighted multiple cellular functions directly related to immune system processes (Tables 3 and 4). Several immune-related GO terms and genes detected in WB at earlier points (1 h and/or 4 h) following *F. covae* infection were not detected or were down-regulated in HSB until 24 h post-infection, suggesting the WB immune response mounted during initial stages of *F. covae* infection is also elicited in HSB but is relatively delayed. 

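The natural killer cell receptor KLRB1B rose in WB at 4 h by 2.70 (standard error 0.57, adjusted p = 0.0085) and platelet endothelial cell adhesion molecule-like, which leukocytes use to cross vessel walls, by 1.52 (standard error 0.27, adjusted p = 0.0045). The difference of HSB from WB in KLRB1B at 4 h was -3.25 (adjusted p = 0.12), and -2.42 without WB 4 h replicate 6 (adjusted p = 0.04). Of 7 tested genes of antigen presentation, 1, 1 and 2 were higher in WB at 1 h, 4 h and 24 h. In HSB 1 was higher at each time, 2 were lower at 4 h and 4 were lower at 24 h. Adjusted over the list alone, 3, 1 and 4 were higher and 0, 2 and 1 lower in WB, and 1, 2 and 1 higher and 0, 2 and 4 lower in HSB. Both tested markers of B cells were lower in WB at 24 h and in HSB at 4 h: immunoglobulin D fell by 1.24 (standard error 0.32, adjusted p = 0.018) and by 1.10 (adjusted p = 0.024; up to 0.06 without HSB 0 h replicate 1 or HSB 4 h replicate 3 or 5), and Pax-5 in WB at 24 h by 1.47 (adjusted p = 0.043; up to 0.089 without any one of the 6 WB fish at 0 h or WB 24 h replicate 2, 3, 4 or 6). Of the markers of T and natural killer cells, none of 7 rose and 1 fell in WB at 4 h (2 adjusted over the list alone), and 3 of 6 rose in HSB at 24 h. In HSB at 4 h the immediate-early genes, which respond to stimuli within minutes, had 2 of 11 members higher and 5 lower, among them Krueppel-like factor 4 (-0.83, adjusted p = 0.013). In WB at 1 h and 4 h none of the 11 passed.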

Additional processes highlighted by GO terms and DEGs detected in WB at 4 h and/or 24 h post-infection further reflect an efficient immune response per their roles in mitigation of immune processes toward cellular homeostasis and host protection. Conversely, other enriched GO terms and DEGs detected in HSB at 24 h post-infection reflect an active infection and dysregulation of cellular processes, indicating that *F. covae* infection had already occurred by this time and an immune response was activated in these fish. 

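In HSB at 24 h nearly all tested members of the lists of RNA and protein synthesis were higher. The names behind these lists came from DEGs of the study itself, and nearly all named DEGs shared by all 6 comparisons rose. RNA polymerase subunit RPABC4 rose by 2.28 (adjusted p = 0.00011), the mitochondrial chaperone HSP10 by 2.23 (standard error 0.26, adjusted p = 6e-05) and the ribosomal factor NHP2-like by more in HSB than in WB (difference 2.02). The median log2 fold change was 1.26 for the proteins of the mitochondrial ribosome, 1.30 for the small nuclear ribonucleoproteins, 1.17 for the RNA polymerase subunits, 0.98 for oxidative phosphorylation and 0.88 for the proteasome. Markers of skeletal muscle also rose: 24 of 29 tested were higher and 2 lower, with kelch-like protein 41 at 3.22 (standard error 0.45, adjusted p = 0.00016) and myosin light chain 2 at 2.45. These markers were higher already at 4 h in HSB (16 of 27 higher and 1 lower; 21 and 2 adjusted over the list alone), as troponin C of slow muscle (1.24, adjusted p = 1.8e-05). In WB 4 of 27, 5 of 28 and 2 of 27 were higher at 1 h, 4 h and 24 h (6, 5 and 0 adjusted over the list alone). Of the pumps that move ions across the gill, 5 of 7 tested subunits were higher and 1 lower in HSB at 24 h, the latter being the Na/K ATPase alpha-3 subunit (-0.61). Of 6 tested erythrocyte markers 1 was higher and 1 lower, with a median log2 fold change of 0.22. The lower one was ammonium transporter Rh type A, which fell by 1.5 (adjusted p = 0.0011). The class II histocompatibility antigen A beta chain fell by 2.37 (standard error 0.34, adjusted p = 0.00018). The actin regulator formin-like 1 fell by 2.27. For latrophilin-2 the log2 fold change was -3.32 with all 6 fish and -5.14 without HSB 24 h replicates 5 and 6.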

The delay of immune response mechanisms in HSB to 24 h post-infection is likely a major contributor to the variation in susceptibility to *F. covae* observed in the present study as the incidence of mortality began in HSB at a similar timepoint. Putative pathways of the immune response mechanisms and associated gene transcripts that support *F. covae* resistance (WB) or vulnerability (HSB) are elaborated upon below, and many are candidates for further investigation in functional studies, screening for breeding programs, potential targets for modification, and biomarkers for evaluating immune responses following preventative treatments and/or vaccination (Tables 3 and 4).

### Cytokine-mediated immune response mechanisms

The enrichment and up-regulation patterns of several GO terms and gene transcripts indicate that *F. covae* infection elicits a cytokine-mediated immune response in WB and HSB and that this response is relatively delayed in HSB (Tables 3 and 4). 

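Of 32 genes of cytokines and chemokines, the signals that steer leukocytes, all that passed the test in WB rose. In WB 4 of 26 tested were higher at 1 h, 4 of 26 at 4 h and 7 of 27 at 24 h, and none was lower. In HSB 1 of 26 was higher and 4 were lower at 1 h, 0 of 27 were higher and 7 lower at 4 h, and 19 of 27 were higher and 4 lower at 24 h. Adjusted over the list alone, 4, 3 and 8 were higher in WB, and in HSB 2 higher and 5 lower, 0 and 7, and 19 and 4. The list includes the cytokines of Table 4, which the study chose on these fish, so its counts are not independent evidence. The median log2 fold change was 0.35, 0.41 and 0.30 in WB and -0.04, -0.28 and 2.12 in HSB. 6 members outside Table 4 rose in WB at 24 h, among them IL-22, which acts on epithelia (1.5, standard error 0.40, adjusted p = 0.021), and IL-17F-like (1.31, standard error 0.34, adjusted p = 0.02). The call of IL-22 was lost without WB 0 h replicate 1 or 2 or WB 24 h replicate 2 (adjusted p up to 0.056). With WB 1 h replicates 2 and 3 counted as 1 fish, 1 of the 26 was higher in WB at 1 h. Without the 4 libraries on the side of the other bass, 3 were higher in WB at 4 h and 9 at 24 h.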

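IL-1β, which starts inflammation through NF-κB, had a level of 318.1 ± 681 CPM (SD, n = 5) in WB at 4 h against 17.5 ± 10.6 (SD, n = 6) at 0 h, with 1 of 5 fish above every control (log2 fold change 4.17, standard error 1.39, adjusted p = 0.054). IL-8, an attractant of neutrophils, had 240.7 ± 464 CPM (SD, n = 5) against 32.5 ± 8.23 (SD, n = 6) and rose by 2.87 (standard error 0.94, adjusted p = 0.048). In HSB at 24 h IL-1β rose to 2304 ± 1908 CPM (SD, n = 6) from 18.6 ± 6.77 (SD, n = 6), a log2 fold change of 6.97 (standard error 1.23, adjusted p = 0.00063), and IL-8 to 1535 ± 1185 from 21.3 ± 3.85, a log2 fold change of 6.19 (standard error 1.00, adjusted p = 0.00038). IL-17C, which activates defence of epithelia, rose by 2.51 in WB at 4 h (adjusted p = 0.036) and by 3.66 in HSB at 24 h (adjusted p = 0.00074). TNF-α, an inducer of inflammation and cell death, rose by 0.70 in WB at 4 h (adjusted p = 0.033), with all 5 fish above every control, and by 2.22 in HSB at 24 h (adjusted p = 0.00081). CCL16 rose in WB at all 3 times, by 1.18 at 1 h (adjusted p = 0.044), 1.77 at 4 h (adjusted p = 0.036) and 2.10 at 24 h (adjusted p = 0.0042), and in HSB at 24 h by 2.65 (adjusted p = 0.0026). CXCL9, which draws T cells, rose by 0.41 in WB at 1 h (adjusted p = 0.014) and by 1.20 in HSB at 24 h (adjusted p = 4.3e-05). G-CSF, a growth factor of granulocytes, reached the read count set by the filter on low counts in too few fish. It had 687 reads in WB at 4 h, 683 of them in replicate 6, against 22 at 0 h, and 2293 in HSB at 24 h against 23; without the filter its log2 fold change was 5.54 (adjusted p = 0.083) and 7.51 (adjusted p = 0.0016). In WB at 4 h the values lean on replicate 6, a library on the side of HSB: without it the log2 fold change was -0.42 for IL-1β (adjusted p = 0.59), 0.00 for IL-8, 0.77 for IL-17C (adjusted p = 0.14), 1.13 for CCL16 (adjusted p = 0.065) and 0.59 for TNF-α (adjusted p = 0.048). With the replicate number as a block, which has less power, no rise of these genes in WB at 4 h had an adjusted p under 0.05. The calls of IL-8, IL-17C, CCL16 and TNF-α at 4 h were each lost also without single controls (adjusted p up to 0.1, 0.073, 0.076 and 0.073 without one of WB 0 h replicates 1 to 6). CCL16 at 1 h lost its call without WB 0 h replicate 1, 2, 4, 5 or 6 or WB 1 h replicate 2, 3, 4 or 6 (adjusted p up to 0.1).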

Among the cytokines detected as up-regulated earlier in WB (i.e., at 1 h or 4 h post-infection) compared to HSB (up-regulated at 24 h post-infection), several have well-characterized roles in immune response mechanisms and include: interleukin-1 beta (IL-1β), interleukin-17C-like (IL-17C), tumor necrosis factor alpha (TNF-α), granulocyte colony-stimulating factor-like (G-CSF), interleukin 8 (IL-8), C—C motif chemokine 16-like (CCL16), and C-X-C motif chemokine 9-like (CXCL9) (Table 4). Pro-inflammatory IL-1β is an activator of a major immune signaling effector, nuclear factor-κB (NF-κB), and, among other functions, facilitates a prompt response to infection or injury via inflammation [33]. 

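IL-1β, an early signal of inflammation, fell in HSB at 4 h. Its level was 7.49 ± 3.52 CPM (SD, n = 5), below the mean at 0 h, and 4 of 5 fish lay below every control (log2 fold change -1.29, standard error 0.33, adjusted p = 0.011). In HSB at 1 h the level of IL-1β was 17.2 ± 7.74 CPM (SD, n = 6; log2 fold change -0.18, adjusted p = 0.76). In WB it was 12.9 ± 8.91 CPM (SD, n = 6) at 1 h (log2 fold change -0.37, adjusted p = 0.66) and 20.3 ± 19.5 CPM (SD, n = 6) at 24 h (log2 fold change 0.23, adjusted p = 0.83). Of the 5 WB fish at 4 h, replicate 6 had 1536 CPM, and the highest of the 0 h fish of both bass had 34.7 CPM.

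**Figure D2:**
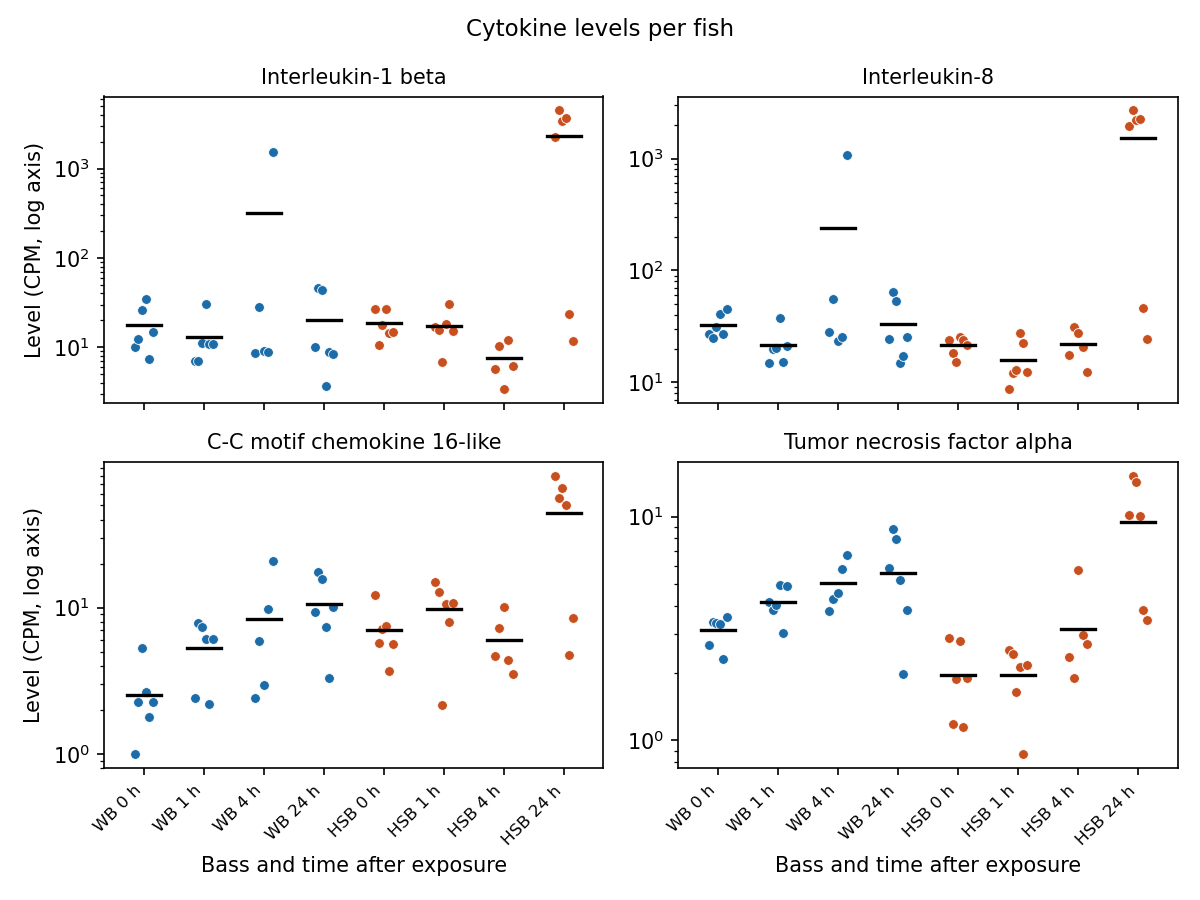
Levels of IL-1β, IL-8, CCL16 and TNF-α in CPM (log axis) for each of the 46 fish by bass and time, WB in blue and HSB in orange; points are fish and bars are group means. The highest IL-1β point of WB at 4 h is replicate 6 with 1536 CPM, and 4 of 6 HSB at 24 h lie above all controls.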

As such, increased expression of IL-1β earlier in the presence of a pathogen, such as that detected here, is presumably advantageous, and, moreover, the down-regulation of IL-1β in HSB at 4 h post-infection, disadvantageous. IL-17C has been found to activate chemokines, TNF-α, antimicrobial peptides (AMPs), IL-1β, and other cytokines in fishes via the NF-κB pathway [34]. G-CSF is involved in regulating neutrophils (leukocytes) and promotes trafficking of granulocytes to enhance their immunological function [35]. G-CSF may also have antibacterial properties and promote inflammation, as expression of a cloned G-CSF homologue in large yellow croaker (*Larimichthys crocea*), *Lc*GCSFb, was increased in the gill and other mucus tissues after *Vibrio alginolyticus* infection and *in vivo* administration up-regulated proinflammatory cytokines IL6 and TNF-α and transcription factor C/EBPβ [35]. TNF-α is another pro-inflammatory cytokine that has an important role in adaptive immunity via initiation of apoptosis and T-cell development and migration, among other processes, and has been found to be increased in expression in *F. columnare* -resistant (strain LV-359–01) channel catfish (*Ictalurus punctatus*) [36]. IL-8 mediates the inflammatory response and has been found to function as a neutrophil activator (chemoattractant) in mandarin fish (*Siniperca chuasti*) after *F. columnare* G_4_ infection, among other species [37]. CCL16 is thought to be constitutively expressed and is involved in the maturation of immune cells [38]. CXCL9 is one of the lesser studied chemokines of the CXCL9–11/CXCR3 axis; however, a reduction of CXCL9 transcription following amoebic gill disease was identified in resistant Atlantic salmon (*Salmo salar*) compared to non-resistant fish [39].

Additionally, several cytokine-encoding transcripts that were only detected in HSB have been associated with pathogen resistance (or susceptibility) in a variety of fishes and may provide further insight into their immune response mechanisms and/or dysfunction (Table 4). For example, tumor necrosis factor ligand superfamily member 6-like (TNFSF6, or FasL/CD95L) is a pleiotropic cytokine that maintains immune homeostasis and general innate immune function, including via activation of NF-κB and apoptotic response after recognition of target cells by cytotoxic T lymphocytes (CTLs) [40]. 

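Several cytokines fell in HSB. IL-26, a cytokine of helper T cells, fell at 1 h by 2.75 (standard error 0.41, adjusted p = 0.00024), and IL-22 fell by 1.33 (standard error 0.27, adjusted p = 0.0038). A transcript named CC chemokine (GAZY01115318.1) fell by 1.32 at 1 h (adjusted p = 0.025) and by 2.30 at 4 h (standard error 0.41, adjusted p = 0.001), and the fall at 1 h was lost without HSB 0 h replicate 3 or HSB 1 h replicate 2, 3 or 4 (adjusted p up to 0.062). At 4 h the cytokine M17-like fell by 1.65 (standard error 0.36, adjusted p = 0.0024) and CCL4-like, a chemokine of macrophages, by 0.37 (adjusted p = 0.01). CXCL13, which guides B cells, fell at 24 h to 1.47 ± 0.488 CPM (SD, n = 6) from 6.77 ± 1.39 (SD, n = 6), below every control in all 6 fish (a fall in log2 expression of 2.15, standard error 0.25, adjusted p = 6e-05). HSB 24 h replicates 5 and 6, on the side of WB, had 1.875 and 1.851 CPM, where the lowest WB fish at 0 h had 1.98; without them the fall also passed (adjusted p = 1.9e-06).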

Further, administration of TNFSF6 (intramuscularly) to golden pompano (*Trachinotus ovatus*) has been shown to reduce *Edwardsiella tarda* bacterial load and *E. tarda* proliferation was identified across tissues, including the gill, in TNFSF6-knockdown fish [40]. Down-regulation of TNFSF6 in HSB at 4 h post-infection may be of interest for investigations into antibacterial properties of mucosal tissues in the presence of pathogen and as it relates to host susceptibility. 

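TNFSF6, the ligand of the death receptor Fas, fell in HSB at 4 h to 6.87 ± 0.832 CPM (SD, n = 5) from 9.72 ± 1.02 (SD, n = 6). All 5 fish lay below every control (log2 fold change -0.50, standard error 0.14, adjusted p = 0.011). At 24 h its level in HSB was 9.76 ± 3.19 CPM (SD, n = 6; log2 fold change 0.02, adjusted p = 0.94). Its log2 fold change in WB at 4 h was -0.26 (adjusted p = 0.53), and the difference between the bass at 4 h, -0.25, did not pass the test (adjusted p = 0.88). At 0 h TNFSF6 was lower in HSB than in WB by a log2 fold change of 0.88.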

Further, C—C chemokine 1 (CC1) has been linked to a host-activated inflammatory response that supported European sea bass (*Dicentrarchus labrax*) resistance to *Amyloodinium ocellatum* and has been implicated in the early immune response to pathogens in Nile tilapia (*Oreochromis niloticus*) [41,42]. 

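CC1 (GAZY01117715.1), a chemokine that draws leukocytes, fell and then rose in HSB. From 5.28 ± 2.29 CPM (SD, n = 6) at 0 h it fell to 2.03 ± 0.595 (SD, n = 6) at 1 h (log2 fold change -1.40, standard error 0.28, adjusted p = 0.0029) and to 2.44 ± 0.96 (SD, n = 5) at 4 h (log2 fold change -1.14, standard error 0.32, adjusted p = 0.013). At 24 h it rose to 77.8 ± 67.8 CPM (SD, n = 6), with 4 of 6 fish above every control (log2 fold change 3.89, standard error 0.83, adjusted p = 0.0021). In WB its log2 fold change was 0.17 at 4 h (adjusted p = 0.85) and -1.05 at 24 h (adjusted p = 0.13). WB 4 h replicate 6, on the side of HSB, had 34.31 CPM, and the other WB fish at 4 h 3.848 to 8.988 CPM. The mean in WB at 0 h was 10.1 CPM. The difference of HSB from WB did not pass the test at 1 h (-0.84, adjusted p = 0.68) or 4 h (-1.33, adjusted p = 0.63). Without WB 4 h replicate 6 the difference at 4 h was -0.31 (adjusted p = 0.86). With the replicate number as a block the fall at 4 h was 0.94 and had an adjusted p of 0.065.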

As such, the down-regulation of CC1 in HSB at 1 h and 4 h post-infection prior to up-regulation at 24 h may merit further investigation into the role of this and related chemokines in HSB immune response (Table 4). C—C motif chemokine 19-like (CCL19) has been implicated in the migration of antigen presenting cells (APC) and lymphocytes, and the up-regulation in gill tissue at 24 h post-infection is consistent with the findings of Fu et al. [43], whereby channel catfish susceptible to *F. columnare* (strain BGFS-27) showed greater expression of CCL19a.1 and CCL19a.2 at 24 h than at 4 h. 

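CCL19, which guides dendritic cells and lymphocytes, rose in HSB at 24 h to 204.4 ± 113 CPM (SD, n = 6) from 14.1 ± 4.77 (SD, n = 6) at 0 h. All 6 fish lay above every control (log2 fold change 3.86, standard error 0.38, adjusted p = 3e-05). In WB it was 84.7 ± 42.1 CPM (SD, n = 6) at 0 h, higher than in HSB (log2 fold change of HSB against WB -2.55), and its log2 fold change was 0.70 at 1 h (adjusted p = 0.091), 0.36 at 4 h (adjusted p = 0.39) and -0.03 at 24 h. The 2 HSB libraries on the side of WB, replicates 5 and 6 at 24 h, had 85.1 and 131 CPM, where the other 4 HSB had 116 to 364 CPM.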

Further, similar up-regulation patterns of one or more CCL19 member (CCL19a.1, CCL19a.2, and CCL19b) have been detected in other fishes after infection to various pathogens including channel catfish in response to *Edwardsiella ictaluri*, largemouth bass (*Micropterus salmoides*) following *Nocardia seriolae* infection, gray mullet (*Mugil cephalus*) following *Lactococcus garvieae*, orange-spotted grouper (*Epinephelus coioides*) following *Vibrio harveyi*, and koi carp (*Cyprinus carpio*) following *Aeromonas sobria* [43,44]. CCL19 was also one of the core transcripts associated to the GO terms cell chemotaxis and chemotaxis enriched as part of the host response of HSB at 24 h post-infection (Table 3), and therefore possibly reflecting immune cell circulation to the site of infection.

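IFN-γ, a signal of T and natural killer cells that activates macrophages, rose in HSB at 24 h to 3.61 ± 2.51 CPM (SD, n = 6) from 1.14 ± 0.605 (SD, n = 6), a log2 fold change of 1.58 (standard error 0.49, adjusted p = 0.016). Its receptor chains rose with it: IFNGR1 to 130.5 ± 21.4 CPM (SD, n = 6) from 71.9 ± 8.82 (log2 fold change 0.87, standard error 0.13, adjusted p = 0.00023) and IFNGR2 by 1.15 (standard error 0.17, adjusted p = 0.00021), with all 6 fish above every control of HSB for both. At 0 h both were higher in WB, with 127.2 ± 8.58 and 277.4 ± 20 CPM (SD, n = 6), and HSB 24 h replicates 5 and 6, which lay on the side of WB, had 103.5 and 112.3 CPM of IFNGR1 and 277.5 and 284.9 CPM of IFNGR2. Without these 2 libraries the rises were 1.00 (adjusted p = 4.2e-07) and 1.37 (adjusted p = 5.7e-10). IFNGR2 was also higher in HSB at 1 h, by 0.25 (standard error 0.07, adjusted p = 0.026), and at 4 h, by 0.26 (standard error 0.08, adjusted p = 0.018). For both receptors the change to 24 h differed from that in WB (difference 0.88, adjusted p = 0.0049, for IFNGR1 and 1.15, standard error 0.20, adjusted p = 0.00039, for IFNGR2). The log2 fold change of IFN-γ in WB at 4 h was -0.53 (adjusted p = 0.31), and at 0 h IFN-γ was lower in HSB than in WB by 1.59. The rise of IFN-γ was lost without HSB 24 h replicate 1 (adjusted p = 0.052) and with the replicate number as a block (adjusted p = 0.054). The early rises of IFNGR2 were lost at 1 h without HSB 0 h replicate 1, 2, 3 or 4 or HSB 1 h replicate 3, 4 or 5 (adjusted p up to 0.073), with the exact test (0.052), with upper-quartile factors (0.072) and with no filter (0.053), at 4 h without HSB 4 h replicate 2 (adjusted p = 0.068), and at both times with all 46 libraries in a shared fit (0.36 and 0.18) and with the replicate number as a block (0.09 and 0.11).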

Notably, higher expression of interferon gamma (IFN‐γ), interferon gamma receptor 1-like precursor (IFNGR1), and interferon gamma receptor 2 precursor (IFNGR2) were also only detected in HSB at 24 h post-infection, perhaps suggestive of gene feedback regulation and/or crosstalk between immune processes elicited by IFN‐γ and other cytokines, including IL-1β and TNF-α, occurring in HSB at this timepoint in response to *F. covae*. IFN‐γ is well-characterized interferon typically produced by activated T-cells and natural killer (NK) cells in response to infection that also acts as a stimulator of the Janus kinase (JAK) and signal transducer and activator of transcription (STAT) pathway (JAK/STAT) implicated in growth, pathogen resistance, survival, differentiation, and the activation of downstream regulation of cytokines involved in immune response, among other processes [45]. Interestingly, expression of suppressor of cytokine signaling 1 (SOCS1), SOCS3, and SOCS5, negative regulators of JAK/STAT signaling [45], were detected as higher in HSB at 24 h relative to the 0 h control group. This may indicate that crosstalk between IFN‐γ, other cytokines, and associated pathways does not predominantly include JAK/STAT signaling, although this is outside of the scope of the current study.

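SOCS1, SOCS3 and SOCS5, inhibitors of signaling from cytokine receptors, all rose in HSB at 24 h. SOCS1 reached 115.8 ± 52.2 CPM (SD, n = 6) from 48.2 ± 12.2 (SD, n = 6), a log2 fold change of 1.28 (standard error 0.31, adjusted p = 0.0045). SOCS3 rose by 1.67 (standard error 0.43, adjusted p = 0.0061) to 133.9 ± 84.6 CPM (SD, n = 6), and SOCS5 by 0.51 (standard error 0.12, adjusted p = 0.0031) to 19.0 ± 1.76 CPM (SD, n = 6). At the earlier times SOCS3 fell in HSB, from 42.4 ± 6.61 CPM (SD, n = 6) at 0 h to 29.6 ± 5.07 (SD, n = 6) at 1 h (log2 fold change -0.52, standard error 0.12, adjusted p = 0.011) and 23.8 ± 3.99 (SD, n = 5) at 4 h (log2 fold change -0.82, standard error 0.13, adjusted p = 0.00026). The change to 24 h was more positive in HSB than in WB for SOCS1 (difference 1.41, adjusted p = 0.0069), SOCS3 (1.75, adjusted p = 0.02) and SOCS5 (0.48, adjusted p = 0.045; up to 0.086 without any one of 17 of the 24 libraries). The log2 fold change in WB at 4 h was 0.02 for SOCS1 and 0.79 for SOCS3 (adjusted p = 0.32). The value of SOCS3 rests on replicate 6, on the side of HSB, with 193.5 CPM. The other WB fish at 4 h had 21.14 to 37.16 CPM of SOCS3, against a mean of 34.8 CPM in WB at 0 h.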

It is important to note that excessive expression of pro-inflammatory cytokines, such as many of those named above, has been linked to host tissue damage [33]. Emam et al. [46], for example, posited that significant up-regulation of IL-1β detected in more-severely damaged Atlantic salmon (*Salmo salar*) may be related to a degree of tissue damage. Assuming the HSB in the current study underwent similar gill tissue damage to that observed in HSB 24 h after *F. covae* infection by Fuller et al. [7], the up-regulation of pro-inflammatory cytokines in HSB at 24 h may be indicative of the extent of gill tissue damage. However, it is presently unclear whether this link would be in addition to or in lieu of a cytokine-mediated immune response mounted later in HSB compared to WB and the high incidence of HSB mortality after *F. covae* exposure poses limitations to conducting research in this area.

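The inflammation-induced hyaluronan-binding protein TSG-6 rose in HSB at 24 h by 4.83 (standard error 0.78, adjusted p = 0.00038), the soluble pattern receptor pentraxin PTX3 by 2.77 (standard error 0.57, adjusted p = 0.0016) and the acute-phase protein serum amyloid A-5 by 1.98 (standard error 0.28, adjusted p = 0.00018). Haptoglobin, which binds free hemoglobin, had 86.97 ± 94.9 CPM (SD, n = 6) against 0.822 ± 0.469 (SD, n = 6) at 0 h (log2 fold change 6.76, standard error 1.27, adjusted p = 0.00095). Of 10 tested antimicrobial peptides and acute-phase proteins, 6 were higher and none was lower in HSB at 24 h (6 adjusted over the list alone). In WB 0, 0 and 1 were higher and 0, 1 and 0 lower at the 3 times (3, 0 and 1 higher and 0, 1 and 0 lower adjusted over the list alone). The fish differed from each other at 24 h. The level of IL-1β was 2267, 4483, 3383 and 3658 CPM in HSB replicates 1 to 4 and 23.7 and 11.8 CPM in replicates 5 and 6, the libraries on the side of WB, where the highest of the controls had 27 CPM.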

### Differences in immune system modulation strategies and responses

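Outside the cytokines, single genes that rose in WB at 24 h included class II piscidin 4, an antimicrobial peptide of fish (1.10, standard error 0.31, adjusted p = 0.032). DNase-1-like, a nuclease, rose by 1.40 (adjusted p = 0.005). The vacuolar ATPase subunit G1, of the pump that acidifies phagosomes, rose by 1.07 (standard error 0.16, adjusted p = 0.0012). Of 10 tested antimicrobial peptides and acute-phase proteins, 1 was higher in WB at 24 h. The call of piscidin was lost without WB 0 h replicate 1, 2, 3, 4 or 5 or WB 24 h replicate 2, 3 or 4 (adjusted p up to 0.082). The class II histocompatibility antigen A-U alpha chain rose by 1.24 in WB at 24 h (standard error 0.25, adjusted p = 0.0067) and the E-S beta chain by 0.66 (adjusted p = 0.02; 0.05 without WB 0 h replicate 1). In HSB at 4 h the antimicrobial peptide NK-lysin rose by 1.01 (adjusted p = 0.018; 0.066 without HSB 4 h replicate 3), and moronecidin, a piscidin, fell by 0.62 (adjusted p = 0.038; up to 0.085 without HSB 0 h replicate 1, 2, 4 or 5 or HSB 4 h replicate 2, 3 or 6). For DNase-1-like the change to 24 h was less positive in HSB than in WB, with a difference of -2.23 that passed the test. At 0 h it was higher in HSB than in WB by 1.84; without the 4 libraries on the side of the other bass the rise in WB at 24 h was 1.08 (adjusted p = 0.0024) and the difference -1.86 (adjusted p = 6.7e-07).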

Beyond those associated with a cytokine-mediated immune response, several other markers of an efficient and effective immune response in WB that generally follow the trend indicative of a delayed immune response in HSB were identified (Tables 3 and 4). This includes the up-regulation of complement C1r-A subcomponent-like (C1r-A), a member of the complement system, a conserved part of the innate immune system in vertebrates [47], and heat shock 70 kDa protein (HSP70), found to increase in the gill of *F. columnare* infected (strain BGFS-27) channel catfish and posited to be involved in limiting cellular damage and cellular detoxification [45]. 

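C1r-A, a protease that starts the classical pathway of complement, and the transcript of HSP70 named in Table 4, a chaperone of damaged proteins, had too few reads for the test. C1r-A had 12 reads over the 5 WB fish at 4 h against 2 at 0 h, and 8 in HSB at 24 h, in 4 fish, against 0. HSP70 (GAZY01114057.1) had 163 reads in WB at 1 h against 13 at 0 h, or 1.09 ± 0.644 CPM (SD, n = 6) against 0.204 ± 0.246 (SD, n = 6), with 26 reads at 4 h and 37 at 24 h. In HSB it had 21 reads at 24 h, in 3 fish, against 0. Without the filter on low counts HSP70 in WB at 1 h had a log2 fold change of 2.60 and an adjusted p of 0.02, and C1r-A in WB at 4 h had 2.82 and an adjusted p of 0.083. Other transcripts of HSP70 could be tested and rose in HSB, GAZY01101411.1 at 1 h (1.25, standard error 0.39, adjusted p = 0.044; up to 0.1 without HSB 0 h replicate 1, 3, 4 or 6 or HSB 1 h replicate 1, 2, 3, 4 or 6) and GAZY01110915.1 at 24 h (2.19, standard error 0.54, adjusted p = 0.0051). Of the heat shock proteins tested, 2 of 5, 1 of 4 and 1 of 5 were higher in WB, 1 of 5 at 1 h, 1 of 4 at 4 h and 2 of 4 at 24 h were higher in HSB, and HSP90-alpha fell in HSB at 4 h by 1.39 (standard error 0.30, adjusted p = 0.0026). Adjusted over the list alone these counts were the same but for 2 higher in HSB at 1 h.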

Hepcidin (HAMP) and Hepcidin 2 (HAMP2) also followed this regulation pattern; the coordination between the two AMPs in iron homeostasis (HAMP) and innate antimicrobial immunity (HAMP2) activities to reduce iron availability to invading pathogens and promote cytokines has been characterized in HSB and other fishes [48], [49], [50]. 

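HAMP and HAMP2, peptides that block iron export and kill bacteria, reached high levels in HSB at 24 h. HAMP2 was 57.04 ± 54.6 CPM (SD, n = 6) against 0.228 ± 0.218 (SD, n = 6) at 0 h, above every control in all 6 fish (log2 fold change 8.00, standard error 1.29, adjusted p = 0.00038). HAMP was 54.3 ± 50.4 CPM (SD, n = 6) against 0.391 ± 0.143 (SD, n = 6), also in all 6 fish; its reads, 1815 against 25, fell under the filter on low counts, and without that filter its log2 fold change was 7.03 (adjusted p = 0.0012). In WB at 4 h HAMP was 4.05 ± 6.26 CPM (SD, n = 5) against 0.928 ± 0.771 (SD, n = 6), a log2 fold change of 2.07 (standard error 0.78, adjusted p = 0.077). HAMP2 was 4.86 ± 8.37 CPM (SD, n = 5) against 0.836 ± 0.679 (SD, n = 6), a log2 fold change of 2.57 (standard error 0.91, adjusted p = 0.063). Both have an adjusted p under 0.05 in edgeR's exact test (0.036 and 0.031). Without WB 4 h replicate 6 the values were 0.33 for HAMP (adjusted p = 0.64) and 0.46 for HAMP2. In WB at 24 h the log2 fold change was 1.48 for HAMP (adjusted p = 0.12) and 0.88 for HAMP2 (adjusted p = 0.31), and without WB 24 h replicate 5 it was 1.71 for HAMP (adjusted p = 0.04). HSB 24 h replicates 5 and 6, which lay on the side of WB, had 0.852 and 0.617 CPM of HAMP and 1.278 and 1.587 CPM of HAMP2, within the range of WB at 0 h. Without them the log2 fold change in HSB was 7.63 for HAMP and 8.58 for HAMP2. The change to 24 h was larger in HSB than in WB for both (difference 5.56, adjusted p = 0.014, and 7.10, adjusted p = 0.0042).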

Briefly, pathogen virulence, including that of *F. covae*, requires ferric iron uptake, and systemic iron levels positively regulate hepcidin synthesis to bind and degrade ferroportin after internalization into the cell, and subsequently prevent the release of additional iron into the bloodstream [50,51]. Moreover, RNA transport and rRNA binding enrichment across all WB comparisons and in HSB 24 h post-infection may reflect enhanced protein synthesis facilitating the observed differences in immune responsiveness [52]. This aligns with up-regulation patterns of ribosomal protein L13 (RPL13), a component of the large ribosomal subunit the proper functioning of which is also associated with greater protein synthesis and that was detected as overrepresented through Fisher's Exact Test by up-regulated DEGs in WB at 1 h post-infection (**Supplemental Table 3**) and enriched through GSEA by DEGs in WB at 1 h, 4 h, and 24 h and HSB at 24 h post-infection (**Supplemental Table 4**).

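The proteins of the cytosolic ribosome that passed the test were higher in every comparison, apart from 1 in HSB at 4 h. The names on this list also came from DEGs of the study itself, which can raise the counts. Nearly all named DEGs shared by all 6 comparisons rose, so these rises are not set apart from a trend over the named transcripts. Of 53 tested in WB, 35 were higher at 1 h, 18 at 4 h and 28 at 24 h, and none was lower (44, 26 and 45 higher adjusted over the list alone). In HSB 19 of 54 were higher at 1 h, 7 were higher and 1 lower at 4 h, and all 54 were higher at 24 h (49, 3 and 54 higher adjusted over the list alone). The median log2 fold change was 0.39, 0.30 and 0.56 in WB and 0.28, 0.12 and 0.74 in HSB. Among them ribosomal protein L37a rose by 0.85 in WB at 4 h, L39 by 0.91 in WB at 24 h and L5-like by 1.52 in HSB at 24 h. The transcript named ribosomal protein L13 in Table 4, a protein of the large subunit, had too few reads for the test, with 23, 6 and 9 reads in WB at 1 h, 4 h and 24 h against 0 at 0 h and 4 reads in HSB at 24 h against 0. Another transcript named 60S ribosomal protein L13 (GAZY01124010.1) had many reads and log2 fold changes of 0.15 (standard error 0.11), 0.14 (standard error 0.12) and 0.32 (standard error 0.18) in WB. With upper-quartile factors 3 of the 54 were higher in HSB at 1 h, and with WB 1 h replicates 2 and 3 counted as 1 fish 24 of the 53 in WB at 1 h. Without the libraries on the side of HSB, 27 were higher in WB at 4 h and 44 at 24 h. With all 46 libraries in a shared fit at most 6 can have passed in WB at 1 h and at most 1 in HSB at 1 h, the totals over all 22 gene lists, and with the replicate number as a block at most 3 in WB at 4 h. A further 20 transcripts with names of ribosomal proteins gave none that passed among 8, 4 and 8 tested in WB.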

The differing regulation and exclusive detection of several GO terms and DEGs in WB or HSB comparisons also provides insight into key differences in the immune mechanisms of these fish (Tables 3 and 4). 

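Leptin a, a hormone of energy balance and immunity, was near the limit of detection in these gills and could not be tested. In WB it had 10 reads over the 6 fish at 0 h, 13 at 1 h, 0 over 5 fish at 4 h and 2 at 24 h. In HSB it had 27 reads at 24 h, in 4 fish, against 0 at 0 h. Without the filter on low counts the fall in WB at 4 h had an adjusted p of 0.16, and the value in HSB at 24 h passed with an adjusted p of 0.026.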

Of particular interest, leptin a (LEPA) was down-regulated in WB at 4 h and up-regulated in HSB at 24 h. Leptin is a hormone/cytokine with critical regulatory roles in growth, stress, immune function, and energy metabolism across vertebrate taxa, and knockdown of leptin has been shown to reduce the innate immune system and ultimately survivability of zebrafish (*Danio rerio*) in the presence of gram-negative *Pseudomonas aeruginosa* due increased bacterial load [53]. Investigating the differential regulation of LEPA in the WB and HSB in response to *F. covae* and other pathogens may be a key focus of future research toward understanding the differences in immune response modulation strategies between these fish due to its pleiotropic nature. Further, viperin (VIP; virus inhibitory protein, endoplasmic reticulum-associated, interferon-inducible) was only detected in WB at 4 h post-infection, VIP is classically characterized as involved in the innate immunity against viruses, however, its antibacterial properties have been suggested in other species as of late [54]. 

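Viperin, an antiviral enzyme induced by interferons, rose in WB at 4 h to 15.7 ± 23.3 CPM (SD, n = 5) from 3.13 ± 0.601 (SD, n = 6), with all 5 fish above every control (log2 fold change 2.32, standard error 0.65, adjusted p = 0.028). Without WB 4 h replicate 6 the rise was 0.79 (adjusted p = 0.021), and without WB 0 h replicate 1, 2, 3, 4 or 5 it did not pass (adjusted p up to 0.061). In WB at 24 h the log2 fold change was 1.84 (adjusted p = 0.11), and 0.35 without WB 24 h replicate 5. In HSB viperin was higher at 0 h than in WB by a log2 fold change of 3.78, with 42.3 ± 50.1 CPM (SD, n = 6), 21.5 ± 10.7 (SD, n = 6) at 1 h and 50.3 ± 16 (SD, n = 5) at 4 h. Its log2 fold change there was -0.98 at 1 h (adjusted p = 0.39), 0.23 at 4 h and -0.98 at 24 h (adjusted p = 0.28). Without HSB 0 h replicate 1, the control with the most viperin, these values were -0.03, 1.19 (adjusted p = 0.043) and -0.05, and the difference at 0 h was 2.82. Without the libraries on the side of the other bass the value in HSB at 24 h was -0.48. The difference between the bass at 4 h was -2.12 (adjusted p = 0.58) and at 24 h -2.83 (adjusted p = 0.078; 0.048 with DESeq2), and without the libraries on the side of the other bass -0.57 and -0.85 (adjusted p = 0.84 and 0.48). Mx, another antiviral protein induced by interferons, was higher in HSB than in WB at 0 h by 5.56 and had a log2 fold change of -1.61 in HSB at 24 h (adjusted p = 0.12).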

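Glutathione S-transferase, which couples toxic compounds to glutathione, rose in WB at 24 h. It reached 1143 ± 435 CPM (SD, n = 6) from 402.9 ± 101 (SD, n = 6), a log2 fold change of 1.49 (standard error 0.22, adjusted p = 0.0012). Glutaredoxin-1 rose by 0.51 (standard error 0.11, adjusted p = 0.01), glutathione peroxidase 1-like by 0.51 (adjusted p = 0.026) and peroxiredoxin-1 by 0.58 (adjusted p = 0.043); the call of glutathione peroxidase 1-like was lost without WB 0 h replicate 1, 2 or 3 or WB 24 h replicate 2 or 3 (adjusted p up to 0.064), and that of peroxiredoxin-1 without WB 0 h replicate 1, 2, 3, 5 or 6 or WB 24 h replicate 2 or 3 (up to 0.1). Of the antioxidant enzymes 5 of 12 tested were higher and none lower in WB at 24 h, against 1 of 11 higher at 1 h and at 4 h (1, 4 and 7 at the 3 times adjusted over the list alone). In HSB 0 of 12 passed at 1 h, 5 were higher and 2 lower at 4 h, and 6 were higher and 3 lower at 24 h (the same adjusted over the list alone). At 4 h the fall of glutathione S-transferase A-like in HSB was 0.84 (standard error 0.14, adjusted p = 0.00026), and at 24 h mitochondrial thioredoxin rose by 1.23 (standard error 0.18, adjusted p = 0.00021).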

Further, GO terms associated with antioxidant activity and detoxification were identified in WB at 24 h and may represent the resolution of immune and inflammatory processes to prevent or mitigate tissue damage, counteract oxidative stress, and/or clearing pathogen-induced toxins. Conversely, several GO terms associated with wounding (e.g., blood coagulation, wound healing) and dysregulation of cellular processes (e.g., negative regulation of apoptosis and cell differentiation) were identified among the top for HSB at 24 h post-infection in parallel with many of the immune-related pathways and DEGs previously mentioned and coinciding with the onset of mortality of HSB after *F. covae* infection.

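Of the genes of coagulation and wound repair, 3 of 7 tested were higher and none lower in HSB at 24 h (3 adjusted over the list alone). Tissue factor-like, which starts blood coagulation, rose by 1.16 (standard error 0.36, adjusted p = 0.017), and hyaluronan synthase 2, which makes a component of the wound matrix, by 2.55 (standard error 0.67, adjusted p = 0.0071). Outside this list, the apoptosis inhibitor IEX-1 rose by 2.40 (standard error 0.48, adjusted p = 0.0014), the differentiation inhibitor ID-1 by 1.46 (adjusted p = 9e-04) and noggin, an antagonist of bone morphogenetic proteins, by 2.88. Of the inhibitory receptors of T cells, CTLA4-like rose by 1.51 (standard error 0.24, adjusted p = 3e-04) and PD-1-like by 0.67 (adjusted p = 0.0022). In WB 2 of 7, 1 of 7 and 1 of 6 genes of coagulation and wound repair were higher at the 3 times and 1 was lower at 4 h (3, 2 and 1 higher and 1 lower adjusted over the list alone), as thrombospondin-4-B at 1 h (1.05, standard error 0.27, adjusted p = 0.02). With the replicate number as a block the rise of tissue factor-like in HSB did not pass (adjusted p = 0.052).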

## Conclusions

The gill is a primary interface between fish and their environment, and therefore pathogens, and proper signaling and downstream mechanisms are critical for mounting a prompt and effective immune response. Here we present the first transcriptomic characterization of the gill immune response in WB and HSB after *F. covae* infection. Several pathways and genes of interest have been identified through this analysis and contribute to the understanding of mechanisms underlying the observed differences in resistance (WB) and susceptibility (HSB) of these fish. Among the immune-related GO terms and differentially expressed genes, those related to or encoding cytokines were predominant and detected as enriched and up-regulated in WB at early timepoints after infection (1 h and/or 4 h) indicative of an efficient, cytokine-mediated immune response that is ultimately effective towards protecting these fish. Conversely, many of the same gene transcripts and terms were not detected or were down-regulated in HSB until 24 h post-infection suggestive of a delayed immune response occurring around the onset of mortality in these fish and that is therefore insufficient. These and other findings can serve as a basis for future functional research investigating the nuanced differences between the WB and HSB immune response, and ultimately potential selective breeding and/or biotechnological intervention to support the production of fish with greater resistance to this ubiquitous and devastating pathogen.

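In WB, IL-22 and MIF, a cytokine that holds macrophages in place, joined CCL16 among the cytokines higher at 24 h, MIF with a log2 fold change of 0.65 (adjusted p = 0.029; up to 0.068 without WB 0 h replicate 1, 2, 3, 4 or 5 or WB 24 h replicate 2 or 3). At 1 h CCL16, CXCL9 and MIF (0.42, adjusted p = 0.038) were higher, and the call of MIF was lost with WB 1 h replicates 2 and 3 counted as 1 fish and without any one of WB 0 h replicates 1 to 5 and WB 1 h replicates 1 to 4. TNF-α, with 4.14 ± 0.72 CPM (SD, n = 6) at 1 h against 3.1 ± 0.491 (SD, n = 6) at 0 h, had a log2 fold change of 0.44 at 1 h (adjusted p = 0.098) and 0.86 at 24 h (adjusted p = 0.05). IL-17C had 1.10 at 1 h (adjusted p = 0.12), and IL-8 had -0.59 at 1 h (adjusted p = 0.1) and 0.02 at 24 h. Without WB 24 h replicate 5, a library on the side of HSB, the value of TNF-α at 24 h was 1.04 and passed the test (adjusted p = 0.0044).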

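In HSB at 1 h and 4 h the tested cytokines of Table 4 that rose at 24 h did not pass, apart from falls of CC1 at both times and of IL-1β at 4 h. TNF-α had a log2 fold change of 0.00 at 1 h and 0.65 at 4 h (adjusted p = 0.12), with 3.14 ± 1.53 CPM (SD, n = 5) at 4 h against 1.96 ± 0.745 (SD, n = 6) at 0 h. IL-8 had -0.46 at 1 h (adjusted p = 0.26) and 0.05 at 4 h (adjusted p = 0.89), CCL16 had 0.47 at 1 h (adjusted p = 0.48) and -0.25 at 4 h, CXCL9 had -0.05 at 1 h and 0.49 at 4 h (adjusted p = 0.086), and IL-17C had -0.44 at 4 h (adjusted p = 0.39). G-CSF had 33 reads at 1 h and 9 at 4 h. C-C chemokine 2 was under the filter on low counts, with 15 reads at 1 h and 19 at 4 h against 3 at 0 h, and with no filter its adjusted p was 0.14 and 0.05. At 24 h CCL16 reached 44.4 ± 30.9 CPM (SD, n = 6) from 6.99 ± 2.89 (SD, n = 6), and 4 of 6 fish lay above every control; CXCL9 reached 206.2 ± 29.5 CPM (SD, n = 6) from 90.2 ± 11.3 (SD, n = 6), above every control of HSB in all 6. Replicates 5 and 6, which lay on the side of WB, had 214.7 and 150.8 CPM of CXCL9, where WB had 165.7 ± 22.1 (SD, n = 6) at 0 h; without them the log2 fold change was 1.29 (adjusted p = 1.1e-08).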

## Funding sources

This project was supported by funds appropriated to the United States Department of Agriculture (ARS Research Projects #6028–31630–009–000-D and #6010–32000–027–000-D). Mention of trade names or commercial products in this article is solely for the purpose of providing specific information and does not imply recommendation or endorsement by the U.S. Department of Agriculture. The USDA is an equal opportunity provider and employer.

## Data availability statement

The RNA-Seq data have been made available in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE246056. All other data that support the findings of this study have been included in the manuscript and supplementary materials.

## CRediT authorship contribution statement

**Linnea K. Andersen:** Writing – review & editing, Writing – original draft, Visualization, Validation, Investigation, Formal analysis, Data curation. **Jason W. Abernathy:** Writing – review & editing, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization. **Bradley D. Farmer:** Writing – review & editing, Validation, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Miles D. Lange:** Writing – review & editing, Supervision, Methodology, Investigation, Formal analysis, Conceptualization. **Matthew E. McEntire:** Writing – review & editing, Project administration, Investigation, Formal analysis. **Steven D. Rawles:** Writing – review & editing, Project administration, Investigation, Conceptualization.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Appendix Supplementary materials

Image, application 1

Image, application 2

# Supplementary material for: Gene expression profiles of white bass (Morone chrysops) and hybrid striped bass (M. chrysops x M. saxatilis) gill tissue following Flavobacterium covae infection
**Source:** Comp Immunol Rep. 2024 Apr 19;6:200144. doi: 10.1016/j.cirep.2024.200144
**Supplement:** Supplementary file 1

Supplemental Material

**Supplemental Table 1.** Results and primers used for RNA-seq validation by RT-qPCR.

**Supplemental Table 2.** All DEGs determined through pairwise comparisons.

**Supplemental Table 3.** All overrepresented GO terms identified via Fisher’s Exact Test.

**Supplemental Table 4.** All enriched GO terms identified via Gene Set Enrichment Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

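Gill tissue of white bass (WB) and hybrid striped bass (HSB) was sampled at 0 h after mock treatment and at 1 h, 4 h and 24 h after immersion with F. covae, and RNA-seq was done with 1 library per fish and 6 fish per bass and time. The sample labels of the deposited data name the bacterium as Flavobacterium columnare. Each library was assigned to its bass, time and replicate from these labels. The comparisons used the 46 libraries that the paper analysed, 23 of WB and 23 of HSB in 8 groups. WB replicate 1 and HSB replicate 4 at 4 h, which the paper left out because of high rRNA, were used only in an alternative.

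The deposited values are raw read counts per transcript. Before depositing the counts, the authors checked the reads with FastQC 0.11.8 and trimmed them with Trimmomatic 0.38. They removed reads that aligned to rRNA of striped bass with STAR and SAMtools 1.12, aligned the rest with STAR to a curated WB protein-coding transcriptome of 20914 contigs, and counted reads per contig with HTSeq 0.9.0 at default settings. The values are whole numbers in 1 column per library, and replicates were not pooled. The paper describes the removal of rRNA reads for the 46 libraries that it kept, and not for those it left out. Normalization and tests in the paper were done by the authors in edgeR 3.28.0 and are not part of the deposited counts. Both bass were aligned to WB sequences, so a lower count in HSB at 0 h can come from alleles of striped bass that align less well, and the comparisons within a bass carry this limit through the libraries that lie on the side of the other bass.

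All values here were computed from the counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Each time point was compared with the 0 h fish of the same bass. No mock-treated fish were sequenced at the later times, and the paper states that fish were unfed from the day before the challenge. A change from 0 h can therefore come from exposure or from the time elapsed. Transcripts with low counts were removed by filterByExpr on the groups of the comparison (min.count 10, min.total.count 15, large.n 10, min.prop 0.7), libraries were scaled with TMM factors, and each transcript was tested with the robust quasi-likelihood F test of edgeR. P-values were adjusted with the Benjamini-Hochberg method over the transcripts tested. The thresholds are those of the paper: an adjusted p under 0.05 for a DEG, and a log2 fold change above 1 or below -1 for an up- or down-regulated DEG. The difference between the bass at each time was tested in a fit of 4 groups as the HSB change minus the WB change, and HSB was compared with WB at 0 h in the same way. Adjusted p-values in the text come from these edgeR tests unless another test is named. Levels are CPM with TMM-adjusted library sizes, and error values are SD over fish for levels and standard errors for log2 fold changes. Transcripts under the filter are reported as reads summed over the fish of a group.

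The depth of each library is given with the results. With counts simulated from the means and library sizes of these data and 5 WB fish at 4 h against 6 controls, the test called 59 of 100 transcripts changed 2-fold and 91 of 100 changed 4-fold, with 14 unchanged transcripts called. Changes of 2-fold or less, and some of 4-fold, can therefore be missed.

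The transcripts in each list of DEGs were intersected between the bass and across all 6 comparisons. Chance levels for these overlaps were computed from the sizes of the lists and, because the comparisons of a bass share their 0 h fish, from 20 simulated draws. The overlaps were also recomputed in 10 splits of the controls, in which each comparison had its own 2 of the 6 controls. To see how often other groupings give as many DEGs, 100 splits of the fish were drawn for each comparison with a fixed seed, the real one included. Scores that place each library between WB and HSB at 0 h used transcripts with a log2 fold change beyond 2 and no overlap between the bass at 0 h. Thresholds of 3 and 5 were tried as well.

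The choices that follow were made before the data were examined, apart from those said to be later. Genes named in the text are all transcripts of Table 4, the genes of RT-qPCR with a transcript in hand, up to 10 rises and 10 falls per comparison with the largest log2 fold change and no overlap between the fish of the groups, up to 4 examples per gene list and comparison, and the 10 smallest adjusted p in each test between the bass. The paper's values in Table 4 and a part of Supplemental Table 2 had been seen when this rule was written. The 22 gene lists were written from gene names: cytokines and chemokines, antigen presentation, antimicrobial peptides and acute-phase proteins, antioxidant enzymes, heat shock proteins, immediate-early genes, coagulation and wound repair, cytosolic and mitochondrial ribosomal proteins, other ribosomal protein contigs, oxidative phosphorylation, the proteasome, RNA polymerases, small nuclear ribonucleoproteins, ion pumps, contigs with names used for non-vertebrate organisms, and markers of skeletal muscle, smooth muscle, erythrocytes, B cells, T and natural killer cells, and cartilage. Names were in hand only from Table 4 and the readable part of Supplemental Table 2, which holds DEGs of the study itself. For this reason no set test was run, and the lists give the number of members that rise or fall. The GO enrichment of the paper was not repeated, since the annotation of the transcriptome was not in hand, and RT-qPCR values were not used here.

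The alternatives were the exact test of edgeR that the paper names, the Wald test of DESeq2, DESeq2 size factors or upper-quartile factors in place of TMM, no filter on low counts, a filter of CPM above 1 in at least 5 libraries, the fit without the robust option, all 46 libraries in a shared fit, all 48 libraries, the replicate number as a block, and each library left out in turn. Alternatives added after the data had been seen were the run without the 4 libraries on the side of the other bass and the run with WB 1 h replicates 2 and 3 counted as 1 fish. The closing section gives their effect.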

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

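The tests on the 4 libraries and on the cytokines in WB at 4 h were chosen only after these results had been seen, with their bounds. The tests on the number of DEGs in HSB at 24 h were written before the counts per gene were seen; they were set aside for a time and then run as first written, and the runs with 1 library left out and with other scalings had been seen by then. The 100 splits of the fish were planned, and a test on a further pattern was dropped without being run.

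For each group of fish it was asked whether the highest or lowest value stood apart from the others. Chance sets about 1 in 20 groups apart in this way, or 5.2 of the 105 groups examined, and 24 values were found. WB 4 h replicate 6 was the highest of its group in 9 of them: on the score of the transcripts higher in HSB at 0 h (0.56) and in CPM for IL-1β (1536), IL-17C (21.3), G-CSF (72.8), IL-8 (1071), hepcidin (15.2), hepcidin 2 variant 2 (19.8), haptoglobin-like (36.4) and viperin (57.3). WB 24 h replicate 5 stood apart on both scores (0.89 and 0.78) and for viperin (46.7 CPM). The remaining values were the total count of HSB 4 h replicate 5 (16550572) and, in CPM, IL-1β (30.7) and IL-8 (37.6) in WB 1 h replicate 4, IL-17C in WB 0 h replicate 3 (1.82), TNF-α in HSB 4 h replicate 3 (5.79), CXCL9 as the lowest in HSB 24 h replicate 6 (151), hepcidin in WB 0 h replicate 4 (2.4) and WB 24 h replicate 2 (8.59), haptoglobin-like in HSB 4 h replicate 5 (1.16), viperin in WB 1 h replicate 1 (7.65) and HSB 0 h replicate 1 (142), and leptin a in HSB 24 h replicate 2 (3.18).

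In transcripts that separate the bass at 0 h, 4 libraries lay on the side of the other bass, and the libraries labelled WB 4 h replicate 6 and WB 24 h replicate 5 correlated most with HSB 24 h replicate 1 (0.963) and HSB 4 h replicate 5 (0.989). HSB 24 h replicates 5 and 6 correlated most with each other (0.984), so with a library of their own label, though their median correlation was higher with WB libraries (0.973 and 0.97) than with HSB libraries (0.952 and 0.95). Over 15155 transcripts the median correlation was higher with the other label in all 4 libraries and in 0 of the other 44. In 4 of those 44 the closest library had the other label, and it was WB 24 h replicate 5 or HSB 24 h replicate 5 or 6. These correlations were not used to pick the 4, and they do not tell an exchange of labels from a mixture of samples. In 3 of the 4 libraries IL-1β was at or below the highest 0 h fish, so they lacked the IL-1β rise of HSB replicates 1 to 4 at 24 h. These 3 were picked by this value, so it cannot decide whether a response without that rise moved them. A candidate explanation is mislabelled samples. All 4 libraries were out of place in both sets of transcripts, with libraries of each bass among them, as an exchange of labels needs. This does not test the explanation, since the 4 were picked by their place in both sets and the prediction was written afterwards. For WB 4 h replicate 6 a response of a WB fish to the bacterium was taken to leave at most 50% of the separating transcripts that stayed stable in HSB on the HSB side. Of 24 such transcripts 91.7% lay there, with exact 95% limits of 73% and 99%. These limits treat transcripts of 1 library as independent. Stability in HSB at 24 h need not hold in an exposed WB fish. The limits also span the bound of 90% that was set for the opposite outcome, so such a response stays open. A mixture of samples was not tested, and no record of the samples beyond their labels was used.

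In WB at 4 h, 4 cytokine and chemokine transcripts of Table 4 that could be tested had a log2 fold change above 1. A rise shared by the WB fish is argued against for IL-1β, which was above the highest WB fish at 0 h in 1 of the 5 fish. That 1 library decides the rise remains a candidate explanation: without WB 4 h replicate 6, 1 of the 4 transcripts kept a log2 fold change above 1 (CCL16, 1.13, adjusted p = 0.065). Without this library TNF-α still rose by 0.59 (adjusted p = 0.048), from 0.70 with it, while viperin rose by 0.79 (adjusted p = 0.021), from 2.32 with it, so most of the size of the viperin rise leans on this library. With it in place both calls were lost without any one of WB 0 h replicates 1 to 5. Which fish the RNA of this library came from, or whether it is a mixture, stays open.

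HSB at 24 h had 7767 DEGs, 1.57 times the next highest number, 4946 in HSB at 4 h. The ratio was 1.68 with all libraries thinned to the smallest (1.47 to 1.95 with 1 library left out), 1.37 at the lowest number without any one library, and 1.53 at the lowest of upper-quartile factors, DESeq2 size factors and the run without the 20 most abundant transcripts. In each of these runs HSB at 24 h had the most DEGs, so a difference in library depth, single libraries or a few transcripts taking most of the counts did not by itself give the order. How much of the gap these technical factors may add cannot be told apart from the time of sampling, since the ratios with 1 library left out lie on both sides of the bound of 1.5 that was set beforehand. A larger response of HSB to the bacterium at the latest time remains a hypothesis. Mock-treated fish were sequenced only at 0 h, so the design cannot separate exposure from the time elapsed.

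The change from 0 h differed between the bass, by a test of the difference itself, for 6 transcripts at 1 h, 3 at 4 h and 3251 at 24 h. Among Table 4 at 24 h, HSB minus WB in log2 fold change was positive for IL-1β (6.75), IL-8 (6.16), IL-17C (2.89), CC1 (4.93), CCL19 (3.88), CXCL9 (0.91), hepcidin (5.56), hepcidin 2 variant 2 (7.10), haptoglobin-like (5.92, adjusted p = 0.011), SOCS1 (1.41), SOCS3 (1.75), SOCS5 (0.48), IFNGR1 (0.88) and IFNGR2 (1.15). It was negative for EPX (-7.63), cytosolic phospholipase A2 zeta-like (-7.18, adjusted p = 0.0044; -5.03, adjusted p = 0.025, without the 4 libraries on the side of the other bass), CXCL13 (-2.06), Toll-like receptor 3 (-1.34) and Mx (-4.20, adjusted p = 0.046). The size for phospholipase A2 zeta-like is open, since WB had 0 reads of it at 0 h and 7 at 24 h, 5 of them in WB 24 h replicate 5, and it already separated the bass at 0 h, with 109 reads in HSB. The difference of Mx was -1.53 (adjusted p = 0.47) without WB 24 h replicate 5 and was also lost without any one of the 6 WB fish at 0 h, HSB 0 h replicates 1 to 3 and HSB 24 h replicates 1, 2 and 4. The paper does not compare the bass at 0 h, where 5461 transcripts differed, 2642 higher and 2819 lower in HSB.

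Among 100 splits of the fish the real one alone, 1 of 100, gave as many transcripts in each of the 10 comparisons. This is the smallest share that 100 splits can give. For the differences the times were mixed within each bass, which also breaks the change shared by both bass. Those splits therefore cannot decide whether the bass differ in their change. In WB at 1 h the near-identical replicates 2 and 3 entered the splits as separate fish. The differences at 1 h and 4 h rest on few transcripts. With edgeR 0 passed at 1 h in the shared fit of all 46 libraries, and DESeq2 called 61. In that shared fit 374 had an unadjusted p under 0.05, fewer than chance alone would give. At 4 h 0 passed in edgeR with the replicate number as a block, where 1240 had an unadjusted p under 0.05, and DESeq2 called 48. In WB the real numbers were 1638, 2987 and 2529, against 101, 1 and 2 for the highest other split. In HSB they were 1795, 4946 and 7767, against 14, 4137 and 4248. For the differences they were 6, 3 and 3251, against 2, 1 and 2750, and at 0 h 5461 against 335. The highest other splits of HSB differ little from the real ones: at 4 h HSB 0 h replicate 5 was placed with the fish at 4 h, and at 24 h HSB 0 h replicate 1 was exchanged with HSB 24 h replicate 5.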

How the results depend on the processing

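The runs without the 4 libraries on the side of the other bass and with WB 1 h replicates 2 and 3 counted as 1 fish were chosen only after the results had been seen; the other alternatives were planned. A number of transcripts is called moved when it differs from the reported one by more than 1.5 times. None of the 459 named results with a call had the opposite sign in any of the alternatives, while DEGs without a name in the text were not followed in this way. Named values without a call could turn: without WB 4 h replicate 6 the log2 fold change of IL-1β in WB at 4 h was -0.42 in place of 4.17, and the difference between the bass in IL-8 at 4 h 0.04 in place of -2.87. None of the 42 numbers recomputed with the exact test moved at an adjusted p under 0.05, but DEGs at FDR under 0.01 in WB rose with it from 409, 777 and 547 to 856, 1698 and 1353 at the 3 times. None moved of 45 with DESeq2 size factors, the CPM filter or the fit without the robust option, nor of 16 with all 48 libraries. Of 45 numbers, 4 moved with DESeq2, 1 with upper-quartile factors, 2 without a filter, 20 with all 46 libraries in a shared fit and 18 with the replicate number as a block. With 1 library left out 116 of 734 moved, with WB 1 h replicates 2 and 3 as 1 fish 4 of 11, and without the 4 libraries 12 of 25. Of the 459, 245 were called with the same sign in all alternatives other than leaving out single libraries and the added runs. With upper-quartile factors the balance in HSB at 24 h turned to 3433 DEGs higher and 4272 lower, from 4220 and 3547 with TMM. Low counts limit the results: transcripts under the filter were not tested. Except where fewer libraries entered a run, the cause was not tested.

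With all 46 libraries in a shared fit there were 44 DEGs in WB at 1 h (10 up-regulated, 8 down-regulated), 278 in HSB at 1 h (44 and 9) and 2813 in HSB at 4 h. The difference at 1 h passed for 0 transcripts in edgeR and HSB against WB at 0 h for 2506. For the difference 374 had an unadjusted p under 0.05, fewer than chance alone would give, and DESeq2 called 61. All 6 comparisons shared 2 DEGs, and the bass shared 16 at 1 h (5 up, 1 down). Members of the gene lists numbered 6 higher and 0 lower in WB at 1 h, 3 lower in WB at 24 h, 1 higher and 1 lower in HSB at 1 h, and 53 higher and 8 lower in HSB at 4 h.

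With the replicate number as a block there were 63 DEGs in WB at 4 h (31 up, 8 down), 1480 in WB at 24 h and 3081 in HSB at 4 h. This fit has less power, since it adds terms for a number that was not seen to pair fish. The difference passed for 14 transcripts at 1 h and for 0 at 4 h in edgeR (1240 with an unadjusted p under 0.05; 48 with DESeq2). All 6 comparisons shared 10 DEGs, and the bass shared 56 at 4 h (21 up, 2 down) and 987 at 24 h. List members numbered 4 lower in WB at 1 h, 3 higher and 0 lower in WB at 4 h, 68 higher in WB at 24 h, 18 higher in HSB at 1 h and 17 lower in HSB at 4 h. Without a filter 38 DEGs were down-regulated in WB and 46 in HSB at 1 h. With DESeq2 the difference passed for 61 transcripts at 1 h and 48 at 4 h, 300 DEGs were shared by all 6 comparisons and 68 list members were higher in HSB at 1 h, against 19 with upper-quartile factors.

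Counting WB 1 h replicates 2 and 3 as 1 fish gave 882 DEGs in WB at 1 h, 107 shared by all 6 comparisons, 408 shared at 1 h and 63 list members higher in WB at 1 h. Without the 4 libraries on the side of the other bass there were 4529 DEGs in WB at 4 h (127 up, 557 down), 3929 in WB at 24 h (197 down) and 2590 down-regulated in HSB at 24 h. The difference then passed for 21 transcripts at 4 h and 7422 at 24 h, 50 up-regulated DEGs were shared at 4 h, 3151 DEGs (99 down) were shared at 24 h, and 12 list members were lower in WB at 4 h.

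With 1 library left out in turn, DEGs ranged from 790 to 2293 in WB at 1 h (up 40 to 80, down 21 to 44), 1669 to 4529 at 4 h (127 to 348, 199 to 557) and 1293 to 3929 at 24 h (121 to 230, 71 to 197). In HSB they ranged from 1152 to 2280 at 1 h (72 to 104, 25 to 64), 3949 to 5429 at 4 h (206 to 283, 227 to 342) and 6770 to 8899 at 24 h (1511 to 2024, 922 to 1741). The difference passed for 3 to 16, 1 to 21 and 2596 to 4868 transcripts at the 3 times, and 4760 to 5506 differed at 0 h. The transcripts differentially expressed in at least one comparison ranged from 9419 to 10835 and those in all 6 from 65 to 227. Shared by the bass were 371 to 759 at 1 h (17 to 25 up, 3 to 6 down) and 1287 to 2693 at 4 h (50 to 107, 34 to 82), and DEGs shared by WB and HSB at 24 h ranged from 936 to 2665 (68 to 118, 19 to 73). List members higher ranged from 61 to 118, 56 to 116 and 62 to 156 in WB and from 12 to 64, 73 to 128 and 225 to 238 in HSB, and those lower from 2 to 3, 2 to 12 and 4 to 8 in WB and from 4 to 6, 20 to 30 and 13 to 20 in HSB.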

Differences from the paper's values

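The thresholds were those of the paper, an FDR under 0.05 with a log2 fold change beyond 1 or -1 for up- and down-regulated DEGs, or an FDR under 0.01 where named. A number is taken to differ when it and the paper's are more than 1.5 times apart. For each that differs, the alternatives that lie within 1.5 times of the paper's value are named with their values; the other alternatives did not. All of them, single libraries left out included, were set before the data were examined unless said otherwise.

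In WB at 1 h there were 54 up-regulated DEGs against the paper's 107; within 1.5 times was the run without WB 0 h replicate 6 (80), while the exact test gave 67, DESeq2 66, no filter 64 and the other fits 10 to 58. There were 24 down-regulated DEGs against the paper's 75, and no alternative came within 1.5 times (8 to 44). DEGs at FDR under 0.01 numbered 409 against the paper's 747; within were the exact test (856), DESeq2 (1045) and the runs without WB 0 h replicate 6 (759) and without WB 1 h replicate 6 (679), and not within were DESeq2 size factors (408), upper-quartile factors (390), no filter (409), the CPM filter (402), no robust option (357), the shared fit (8) and the block (292).

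In WB at 4 h, up-regulated DEGs numbered 238 against the paper's 364; within were the exact test (302), DESeq2 (252), the shared fit (314) and the runs without WB 4 h replicate 2 (288), 3 (288) or 4 (348). Not within were DESeq2 size factors (229), upper-quartile factors (180), no filter (203), the CPM filter (237), no robust option (239), all 48 libraries (193) and the block (31). DEGs at FDR under 0.01 numbered 777 against the paper's 1476; within were the exact test (1698), DESeq2 (2161), the shared fit (1766), all 48 libraries (1083) and the run without WB 4 h replicate 6 (2019), and not within the size factors (721), upper-quartile factors (693), no filter (637), the CPM filter (771), no robust option (771) and the block (0 in edgeR, with 4033 at an unadjusted p under 0.05). Down-regulated DEGs shared by WB and HSB at 4 h numbered 58 against the paper's 91; within were the exact test (75), DESeq2 (78), upper-quartile factors (78), the shared fit (67) and the runs without WB 4 h replicate 4 (61) or 6 (82), HSB 0 h replicate 4 (61) or 5 (68) and HSB 4 h replicate 5 (78) or 6 (82), and not within were the other fits (57 to 60, and 2 with the block).

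In WB at 24 h, up-regulated DEGs numbered 194 against the paper's 303; within were the exact test (215), DESeq2 (214), no filter (209) and the runs without WB 24 h replicate 1 (230) or 4 (207), and not within the size factors (196), upper-quartile factors (177), the CPM filter (192), no robust option (198), the shared fit (194) and the block (146). There were 110 down-regulated DEGs against the paper's 199; within were the runs without WB 24 h replicate 1 (181), 4 (145) or 5 (197), and not within the other fits (97 to 127, the highest with the exact test). DEGs at FDR under 0.01 numbered 547 against the paper's 1180; within were the exact test (1353), DESeq2 (1701) and the runs without WB 24 h replicate 1 (788) or 5 (1298), and not within the size factors (548), upper-quartile factors (554), no filter (526), the CPM filter (546), no robust option (549), the shared fit (705) and the block (163). Down-regulated DEGs shared by WB and HSB at 24 h numbered 37 against the paper's 61; within were the runs without WB 0 h replicate 6 (44), WB 24 h replicate 1 (68), 4 (48) or 5 (73) and HSB 24 h replicate 5 (42) or 6 (41), and not within the other fits (32 to 40).

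In HSB at 1 h there were 29 down-regulated DEGs against the paper's 88; within was the run without HSB 1 h replicate 6 (64), and not within the other fits (9 to 46, the highest with no filter). In HSB at 4 h there were 243 down-regulated DEGs against the paper's 386; within were DESeq2 (258), upper-quartile factors (285), no filter (290) and the runs without HSB 0 h replicate 5 (295) and without HSB 4 h replicate 1 (260), 5 (302) or 6 (342), and not within the exact test (254), the size factors (247), the CPM filter (248), no robust option (246), all 48 libraries (251), the shared fit (209) and the block (211). The run without the 4 libraries on the side of the other bass, chosen after the values had been seen, gave 197 down-regulated DEGs in WB at 24 h and 82 shared at 4 h; of the 6 changes of Table 4 in WB at 4 h called both here and in the paper it dropped 3, those of IL-8, IL-17C and CCL16.

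For the chemokine CC1 (GAZY01117715.1) in HSB at 4 h the paper gives a fall in log2 expression of 2.3, and here it was 1.14 (standard error 0.32), with 0.94 to 1.32 in all alternatives. The transcript GAZY01115318.1, named CC chemokine, fell by 2.30.

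Of the 78 changes that the paper's Table 4 prints, 55 could be tested and all 55 had the same sign here. Of these, 48 had an adjusted p under 0.05, and all 55 had with the exact test. The 7 that did not pass were IFNAR1a in WB at 1 h (0.73, adjusted p = 0.053), IL-1β (4.17, 0.054), hepcidin (2.07, 0.077), hepcidin 2 variant 2 (2.57, 0.063) and L-rhamnose-binding lectin (-1.11, 0.075) in WB at 4 h, TNF-α in WB at 24 h (0.86, 0.05) and Toll-like receptor 3 isoform X1 in HSB at 24 h (-0.85, 0.056). Besides the exact test, DESeq2 called IFNAR1a, the lectin, TNF-α and Toll-like receptor 3 isoform X1, the block called IFNAR1a, the shared fit called IL-1β, hepcidin 2 variant 2 and Toll-like receptor 3 isoform X1, upper-quartile factors called Toll-like receptor 3 isoform X1, and the fit without the robust option called IL-1β. Leaving out single libraries called IFNAR1a (WB 1 h replicate 1 or 5 or WB 0 h replicate 6), IL-1β (WB 4 h replicate 2, 3, 4 or 5), hepcidin 2 variant 2 (WB 4 h replicate 4), the lectin (WB 4 h replicate 6), TNF-α (WB 24 h replicate 5) and Toll-like receptor 3 isoform X1 (HSB 24 h replicate 5 or 6). The other 23 were under the filter on low counts. With no filter, an adjusted p under 0.05 was reached by HSP70 in WB at 1 h and by HSP70, CC2 (GAZY01108419.1), C1r-A, cytosolic phospholipase A2 zeta-like, G-CSF, hepcidin, leptin a, myosin heavy chain and myosin light chain 5 in HSB at 24 h. IFNGR2 in HSB at 1 h (0.25, adjusted p = 0.026) and 4 h (0.26, adjusted p = 0.018) was called here, where the paper's table has a dash. The exact test that the paper names did not call it at 1 h (0.052), as in the paper, and called it at 4 h (0.031). The call was also lost at 1 h with upper-quartile factors (0.072) and no filter (0.053), and at both times with the shared fit (0.36 and 0.18) and the block (0.09 and 0.11). Leaving out HSB 0 h replicate 1, 2, 3 or 4 or HSB 1 h replicate 3, 4 or 5 ended it at 1 h, and leaving out HSB 4 h replicate 2 at 4 h.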

Other observations

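The tests in this part were written before the counts per gene were seen; they were set aside for a time in favour of tests on patterns found later, and then run as first written.

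Beside the genes of immunity, transcripts of gill physiology changed. Of 7 tested subunits of ion pumps, which keep the salt balance of the fish, 2, 4 and 4 were higher in WB at 1 h, 4 h and 24 h and none lower, and in HSB 0 were higher at 1 h, and 4 were higher and 2 lower at 4 h. Adjusted over the list alone, 3, 4 and 5 were higher in WB, with 1 lower at 24 h, and in HSB 4 were higher at 1 h, and 5 were higher and 2 lower at 4 h. FXYD domain-containing ion transport regulator 11-like rose by 0.86 (adjusted p = 0.0088) in WB and by 0.62 (adjusted p = 0.0048) in HSB at 4 h. Among cartilage markers, 1 of 4 was lower at each time in WB and 1 was higher at 24 h (also 1 at 1 h adjusted over the list alone); in HSB none passed at 1 h, 1 was higher and 1 lower at 4 h, and 2 were higher and 1 lower at 24 h. Transcription factor Sox-9-A-like fell in WB by 0.61 at 1 h (adjusted p = 0.017) and 1.02 at 24 h (adjusted p = 0.017) and in HSB by 1.46 at 24 h (adjusted p = 0.0015). Unique cartilage matrix-associated protein rose in HSB at 24 h by 1.33 (adjusted p = 0.01). Of 6 tested erythrocyte markers 0, 2 and 2 were higher in WB, among them hemoglobin subunit beta-2 at 24 h (1.70, adjusted p = 0.022; 1.17 without WB 24 h replicate 5; adjusted p up to 0.052 without WB 0 h replicate 2 or WB 24 h replicate 2). In HSB 1 of 7 was higher at 1 h, 2 of 7 lower at 4 h, and 1 of 6 higher and 1 lower at 24 h. The smooth muscle marker myosin-11-like, the only 1 tested in HSB at 24 h, fell by 1.90 (adjusted p = 0.019), and no smooth muscle marker passed in the other comparisons.

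In HSB at 4 h the actin-binding tropomyosin alpha-3 rose by 2.01 (standard error 0.23, adjusted p = 1.8e-05). TSC22 domain family protein 3-like, a target of glucocorticoids, fell there by 1.77 (standard error 0.26, adjusted p = 5e-04). The paper gives TSC22D3 as another name of OSTF1, whose own transcript did not pass in that comparison. Protein S100-A16-like rose by 2.72 (standard error 0.47, adjusted p = 0.00053) and apolipoprotein C-I-like by 3.52 (standard error 0.61, adjusted p = 0.00054) in HSB at 24 h. The change to 24 h was more positive in HSB than in WB for mitochondrial isocitrate dehydrogenase [NADP] (1.94, adjusted p = 3.5e-05) and spermidine synthase (1.60, adjusted p = 1e-04), enzymes of redox and polyamine metabolism, and more negative for catechol O-methyltransferase (-1.84, adjusted p = 0.00012). At 0 h CCL16 was higher in HSB than in WB (1.57, adjusted p = 0.0017), as was cytosolic phospholipase A2 zeta-like, with 109 reads against 0 (adjusted p = 1e-05).

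The remaining list counts are as follows. Of 11 immediate-early genes none passed in HSB at 1 h, 2 were lower in WB at 24 h, and 4 were higher and 2 lower in HSB at 24 h. Of the T and natural killer cell markers none passed in WB or HSB at 1 h (1 was higher in HSB adjusted over the list alone), 1 was lower in WB at 24 h and 1 higher in HSB at 4 h, and granzyme B rose in HSB at 24 h by 1.08 (adjusted p = 0.011). Neither of 2 B cell markers passed at 1 h or in HSB at 24 h. Of the antimicrobial peptides and acute-phase proteins 0 of 9 passed in HSB at 1 h, and 1 of 8 was higher and 1 lower at 4 h. Of the coagulation and wound repair genes 0 of 8 passed in HSB at 1 h and 1 of 6 was higher at 4 h. Of the 22 contigs with names used for non-vertebrate organisms, 1 of 5 was lower in WB at 1 h and at 24 h and 0 of 4 passed at 4 h, and the 1 tested in HSB was lower at 1 h and 4 h and higher at 24 h. None of the other ribosomal protein contigs was tested in HSB. Their summed level at 0 h was 19.02 ± 20.64 CPM (SD, n = 6) in WB, with 0.296 to 44.88 CPM per fish. In HSB at 0 h it was 0.011 ± 0.027 CPM (SD, n = 6). The source of this uneven level was not tested.

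Skeletal muscle transcripts were higher in HSB at 24 h, with a summed level of 2648 ± 1755 CPM (SD, n = 6) against 952 ± 223 (SD, n = 6) at 0 h. Muscle fibres in the dissected gill piece are a candidate explanation, since 9 of the 10 most abundant tested markers were higher at an adjusted p under 0.05, and beta-enolase was not (0.76, adjusted p = 0.094). A change shared by the HSB fish at 24 h also remains possible, since 5 of the 6 fish lay above the highest HSB fish at 0 h. Of the 40 markers, 29 were expressed enough to be tested in these gills, and their names came from DEGs of the study. As 24 of these 29 were higher, the share among the 10 most abundant does not separate muscle fibres from other causes.

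The transcript named ribosomal protein L13 (GAZY01030703.1) in Table 4, which had no read in WB at 0 h, was tested as well. The other transcript, 60S ribosomal protein L13 (GAZY01124010.1), had a log2 fold change that, with 2 standard errors added, lay below 0.5 times the fitted change of the contig by at least 1.25 at each WB time. This decides nothing, because with 0 reads at 0 h the fitted change depends on the prior count, so higher expression of the L13 gene of the fish and other sources of these reads cannot be told apart. Reads from another organism cannot be told apart from reads of the fish either, since the share of non-vertebrate contigs that rose at all 3 WB times, divided by the share of all named transcripts, was 0, but from only 4 tested contigs (0 of 4, against 97 of 1219).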
